# Metabolic gene regulation by *Drosophila* GATA transcription factor Grain

**DOI:** 10.1371/journal.pgen.1009855

**Published:** 2021-10-11

**Authors:** Krista Kokki, Nicole Lamichane, Anni I. Nieminen, Hanna Ruhanen, Jack Morikka, Marius Robciuc, Bohdana M. Rovenko, Essi Havula, Reijo Käkelä, Ville Hietakangas

## Abstract

Nutrient-dependent gene regulation critically contributes to homeostatic control of animal physiology in changing nutrient landscape. In *Drosophila*, dietary sugars activate transcription factors (TFs), such as Mondo-Mlx, Sugarbabe and Cabut, which control metabolic gene expression to mediate physiological adaptation to high sugar diet. TFs that correspondingly control sugar responsive metabolic genes under conditions of low dietary sugar remain, however, poorly understood. Here we identify a role for *Drosophila* GATA TF Grain in metabolic gene regulation under both low and high sugar conditions. *De novo* motif prediction uncovered a significant over-representation of GATA-like motifs on the promoters of sugar-activated genes in *Drosophila* larvae, which are regulated by Grain, the fly ortholog of GATA1/2/3 subfamily. *grain* expression is activated by sugar in Mondo-Mlx-dependent manner and it contributes to sugar-responsive gene expression in the fat body. On the other hand, *grain* displays strong constitutive expression in the anterior midgut, where it drives lipogenic gene expression also under low sugar conditions. Consistently with these differential tissue-specific roles, Grain deficient larvae display delayed development on high sugar diet, while showing deregulated central carbon and lipid metabolism primarily on low sugar diet. Collectively, our study provides evidence for the role of a metazoan GATA transcription factor in nutrient-responsive metabolic gene regulation *in vivo*.

## Introduction

Animal physiology is constantly readjusted in changing nutrient landscape. The ability to control systemic metabolism with respect to nutrient content is due to so-called nutrient sensing pathways. They are composed of inter- and intracellular signaling pathways and gene regulatory networks that control the activity of metabolic genes and gene products [1,2]. A key regulator of dietary sugar responsive gene expression is the heterodimeric basic helix-loop-helix transcription factor Mondo/ChREBP-Mlx [3]. Mondo-Mlx is activated by glucose-6-phosphate and other phosphorylated hexoses and it controls metabolic genes, such as those involved in glycolysis, pentose phosphate pathway (PPP) and lipogenesis, through carbohydrate response element (ChoRE) motifs [4–7]. In *Drosophila*, compromised activation of Mondo-Mlx leads to sugar intolerance, *i*.*e*. inability to survive on sugar-containing diets, which is associated with defects in clearing glucose from circulation as well as impaired NADP^+^ reduction through PPP [5,8,9]. Sugar intolerance is also observed in the dietary specialist *Drosophila* species, *Drosophila sechellia*, which is adapted to low sugar diet and displays weaker sugar-induced activation of many Mondo-Mlx target genes [10,11].

In addition to metabolic genes, *Drosophila* Mondo-Mlx regulates genes encoding transcription factors (TFs), such as Klf-10 ortholog *cabut* and Glis2 ortholog *sugarbabe*, both of which are also necessary for larval sugar tolerance [5,6,12]. *sugarbabe* gene is regulated through ChoREs located in its promoter, and it promotes the expression of metabolic genes, such as those involved in fatty acid biosynthesis [6,13]. In addition to TF targets, Mondo-Mlx controls hormonal signaling pathways, such as an Activin encoding gene *dawdle*. Mondo-Mlx promotes the expression of *dawdle*, which contributes to metabolic adaptation to high sugar diet by activating signaling through the Activin receptor Baboon and transcription factor Smad on X (Smox) [6,14,15]. The Dawdle/Smox signaling converges with Sugarbabe regulation, as activation of *sugarbabe* expression in response to high sugar diet is compromised in animals depleted of Dawdle or Smox [6]. One of the metabolic consequences of defective signaling by Dawdle is the accumulation of TCA cycle intermediates and consequent hemolymph acidosis [14]. Despite these advances, our understanding on sugar-responsive gene regulators and their targets remains incomplete.

GATA binding zinc finger transcription factors are conserved among eukaryotes and have well-established roles during animal development [16]. The six vertebrate GATA factors have been divided into two subfamilies, hematopoietic GATA1/2/3 and cardiac GATA4/5/6 clades. However, their expression and physiological roles extend beyond these tissues [16]. *Drosophila* genome includes five GATA encoding genes, of which *grain* (g*rn*) is orthologous to GATA1/2/3, whereas *serpent* (*srp*), *pannier* (*pnr*), *GATAd* and *GATAe* belong to the GATA4/5/6 clade [17]. Grain is involved in morphogenetic processes, contributing to the shaping of adult legs and the larval posterior spiracles [18], as well as neuronal cell fate specification [19] and axon guidance [20]. GATA transcription factors have also been reported to have metabolism-related roles. Mammalian GATA-2 and GATA-3 are expressed in white adipocyte precursors and their downregulation is necessary for terminal adipocyte differentiation [21]. Reduced adipose expression of GATA-2 and GATA-3 is observed in mouse models of obesity [21]. Mechanistically, GATA-2 and GATA-3 repress the expression of Peroxisome proliferator-activated receptor (PPAR) gamma and directly interact with CCAAT/enhancer binding proteins alpha and beta [22]. In yeast, GATA transcription factors have well-established functions in nitrogen metabolism, downstream of the nutrient sensing protein kinase TOR complex 1 [23,24]. Moreover, evidence from human pathogenic fungi *Blastomyces dermatitidis* has established a role for GATA transcription factor SREB in biosynthesis of triacylglycerol (TAG) and ergosterol, as well as lipid droplet formation [25].

Through an unbiased *in silico* search of candidate transcription factors involved in sugar-dependent gene regulation, we have discovered that *Drosophila* GATA transcription factor Grain contributes to the regulation of a specific subset of sugar responsive genes. Grain is expressed in several metabolically relevant tissues, displaying high constitutive expression in the midgut and sugar-inducible expression in the fat body. Grain activity is necessary for lipogenic gene expression in the anterior midgut. Consistent with the sugar-dependent and -independent tissue specific roles, Grain contributes to the regulation of central carbon and lipid metabolism primarily on low sugar diet, while maintaining larval growth on high sugar conditions. Moreover, Grain shares common targets and genomic binding sites with Sugarbabe, including lipogenic genes *ATP citrate lyase* (*ATPCL*), *Acetyl-CoA synthetase* (*AcCoAS*), *Acetyl-CoA carboxylase* (*ACC*), and *Fatty acid synthase* (*FASN1*). While Sugarbabe promotes the lipogenic gene expression primarily on high sugar diet, Grain mainly contributes to their expression on low sugar diet. Thus, Grain integrates with the sugar-responsive gene regulatory network to control energy metabolism in *Drosophila* larvae.

## Results

### Predicted role for GATA transcription factor Grain in the regulation of sugar-responsive genes

In order to identify novel candidate transcription factors involved in sugar-responsive gene regulatory network, we re-analyzed our previously published RNA-seq dataset with sugar-regulated genes in 2^nd^ instar *Drosophila melanogaster* larvae [6]. Gene expression profiles of whole larvae acutely (8 h) transferred on high sugar diet (HSD, 10% yeast + 15% sucrose) or maintained on low sugar diet (LSD, 10% yeast) were compared and differentially expressed genes were identified. In total, 1532 genes were found to be significantly (adj.p.val <0.05) upregulated, and 1043 genes were downregulated on HSD. These gene sets were used for *in silico* motif enrichment to identify candidate transcriptional regulators. DREME *de novo* motif discovery, separately for up- and downregulated gene sets, was followed by comparison to databases of known transcription factor binding motifs by TOMTOM (**S1 Table**). One of the highest enriched motifs from sugar upregulated gene set was BYGATAAG, which was predicted as a likely binding site for GATA transcription factors (**Fig 1A)**. Since the GATA-factors share nearly similar motifs, we took a closer look at the *de novo* enrichment and identified the best matching motifs, which singled out Grain (Grn), the *Drosophila* GATA1/2/3 ortholog, as the candidate with the lowest E.value (**Figs 1B and S1A**).

**Fig 1:**
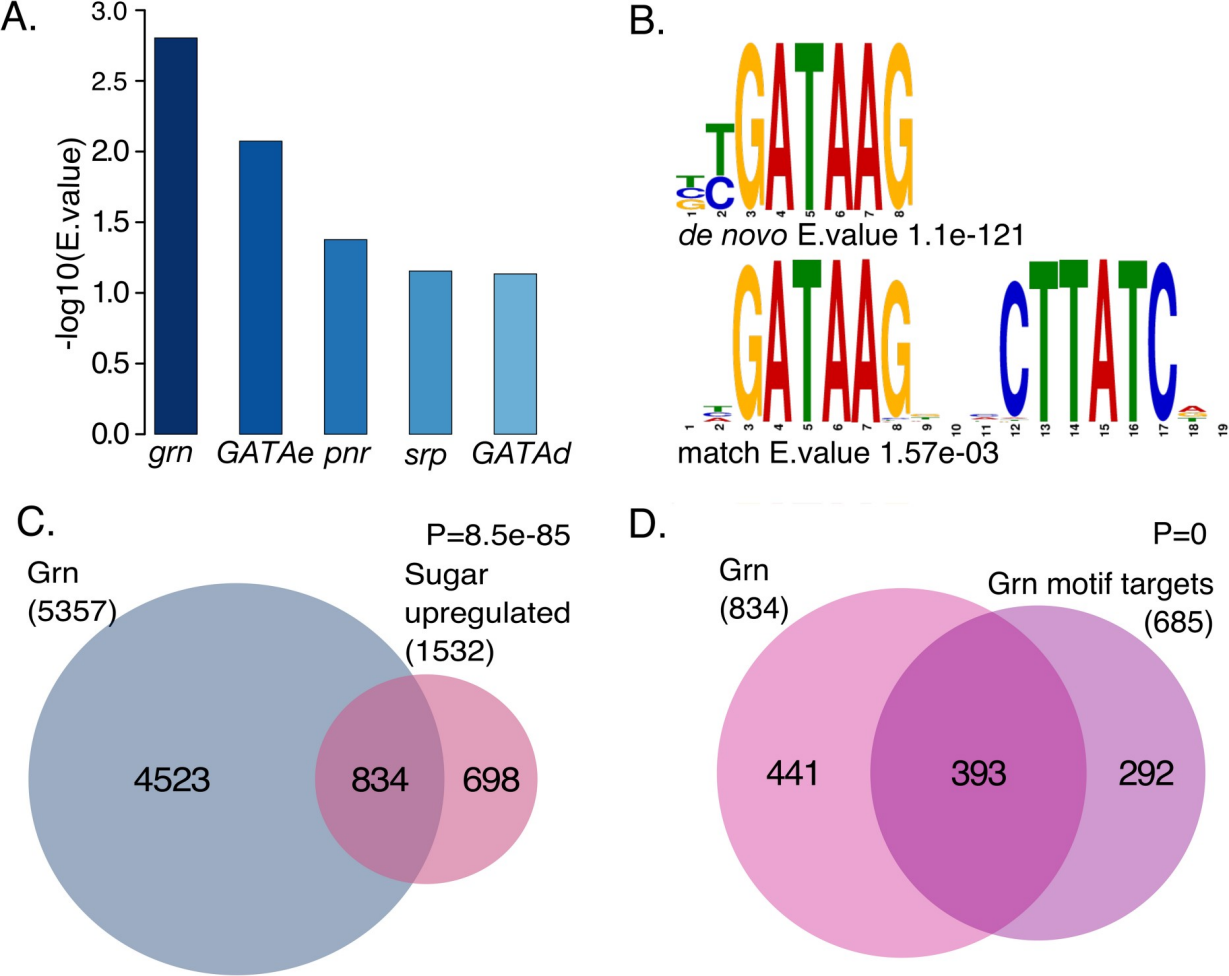
*In silico* prediction of GATA TF Grain as a regulator of sugar responsive genes. **A.** Visualization of E.values of GATA transcription factor motif matches (TOMTOM) to selected *de novo* predicted motifs (DREME) in sugar upregulated gene set (RNA-seq) in wildtype 2^nd^ instar larvae exposed to a high sugar diet for 8 hours. **B.** *De novo* discovered binding motif (DREME) and its best GATA TF database match (TOMTOM), Grain. **C.** Venn diagram displaying significant overlap between Grain ChIP-seq targets (ENCODE dataset ENCSR909QHH) and upregulated, sugar-dependent genes (RNA-seq, adj.p.val<0.05) in wildtype 2^nd^ instar larvae exposed to a high sugar diet for 8 hours. **D.** Venn diagram showing that the majority of the sugar-responsive genes containing predicted Grain motifs (RNA-seq) in 2^nd^ instar larvae exposed to a high sugar diet for 8 hours are direct targets of Grain (ChIP-seq: ENCODE dataset ENCSR909QHH, E.val<0.05).

The ENCODE database contains ChIP-seq data for two *Drosophila melanogaster* GATA TFs, Grain and GATAd, which allowed us to further analyze their possible involvement in the regulation of sugar responsive target genes. To this end, we re-analyzed the raw datasets (ENCSR909QHH and ENCSR245UCO) and tested their overlap with the sugar-responsive up- and downregulated gene sets (**Figs 1C and S1B–S1D**). The overlap between sugar-responsive genes and GATAd targets was less than 3% (**S1B and S1C Fig**), while the overlap between upregulated sugar-responsive genes and Grain targets was strikingly high, >50% (**Fig 1C**). In contrast, the overlap between Grain targets and the genes downregulated by sugar was lower (25%) (**S1D Fig**). The Grain ChIP-seq further validated our *in silico* target prediction, as the majority of GATA motif containing genes were found to be direct Grain targets (**Fig 1D**).

### Grain is necessary for sugar tolerance and growth

To examine the possible role of Grain in sugar-induced responses, we analyzed its expression upon sugar feeding in whole *Drosophila* larvae. Interestingly, *grain* gene expression was modestly upregulated upon 8 h on HSD. This upregulation was not detected in *mlx*^1^ mutant larvae (**Fig 2A**), suggesting that *grain* expression is regulated by Mondo-Mlx. Previously identified transcription factors of the Mondo-Mlx–dependent gene regulatory network, including Mondo-Mlx itself, Sugarbabe and Cabut, are all necessary for growth on high sugar diet [5,6,12]. *grain* mutant alleles are embryonic lethal [18], but the use of ubiquitous (Tub-GAL4>) *grain* knockdown by RNAi allowed the analysis of larval and pupal loss-of-function phenotypes (denoted as *grn* in the Figures). On LSD, *grain* knockdown did not significantly influence survival or pupariation kinetics. However, on HSD the pupal development was delayed and survival was significantly compromised (**Figs 2B and S2A and S2 Table**). Moreover, the pupal volume of Grain*-*depleted animals was significantly reduced on both LSD and HSD, being more pronounced on HSD (**Fig 2C**). The delay in development and reduced pupal volume phenotypes on HSD were also observed with an independent RNAi line, albeit with more modest effects (**S2B and S2C Fig and S2 Table**). Both RNAi lines downregulated *grain* expression (**S2C Fig**) and caused full or partial pupal lethality on both diets, respectively (**S2D and S2E Fig**).

**Fig 2:**
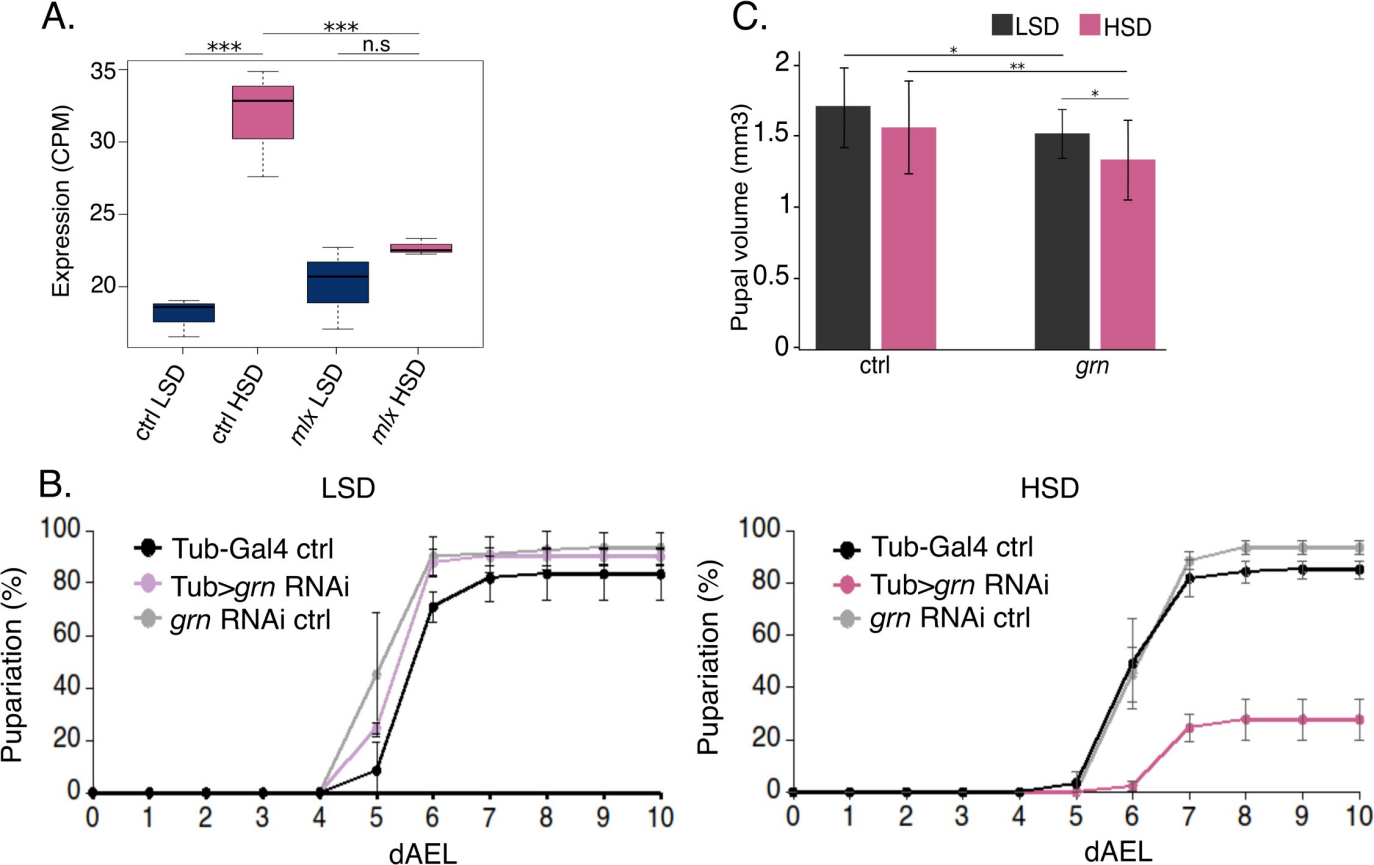
Loss of Grain leads to sugar intolerance and impaired growth. **A.** Sugar-responsive gene expression (RNA-seq) of Grain is inhibited in *mlx*^1^ mutant 2^nd^ instar larvae exposed to a high sugar diet for 8 hours (N = 3). **B.** Knockdown of *grain* (Tub-GAL4>*grain* RNAi BDSC #27658) leads to reduced survival and delayed pupariation compared to control genotypes (Tub-GAL4>TriP control BDSC #31603 and UAS-*grain* RNAi BDSC #27658) when raised on high sugar diet (N = 4, 30 larvae per group). **C.** Knockdown of *grain* (Tub-GAL4>*grain* RNAi BDSC #27658) leads to a reduction in pupal volume compared to control larvae (Tub-GAL4>TriP control BDSC #31603) that is aggravated on high sugar diet. (N≥30). Data information: N indicates the number of biological replicates. Error bars display standard deviation. CPM: counts per million. **(A):** *adj.pval<0.05, **adj.p.val<0.01, ***adj.p.val<0.001, CPM: counts per million. **(B)**. Log-rank test (Df = 8), p.val.<0.01. **(C):** Two-way ANOVA found no significant interaction effect between diet and genotype. Diet (F (1,146) = 10.176, p.val = 0.00174) and genotype (F (1,146) = 20.430, p.val = 1.27e-05) effects were found to be significantly different. A Tukey HSD was performed with p-values indicated on the graph as follows: *p.val<0.05, **p.val<0.01, ***p.val<0.001. LSD: 10% yeast, HSD: 10% yeast + 15% sucrose.

### Grain regulates sugar-responsive genes encoding metabolic enzymes and transcription factors

To analyze the role of Grain in sugar-regulated gene expression, we performed an RNA-seq experiment following ubiquitous knockdown of *grain* in whole larvae. 

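grn (FBgn0001138), the gene targeted by the RNAi, encodes the GATA factor Grain and lies on the minus strand of chromosome 3R from 8147368 to 8181444 (Release 6 of the fly genome). Its normalized CPM was 18.1 ± 2.63 (SD, n = 4 libraries) in control larvae on LSD and 20.53 ± 2.66 (SD, n = 4) on HSD. In the libraries labelled grn RNAi it was 239 ± 14.7 (SD, n = 4) on LSD and 219 ± 10.2 (SD, n = 4) on HSD. The paper reports a modest rise of grain after 8 h on HSD, in an RNA-seq comparison with mlx mutants (Fig 2A). In the control larvae analysed here the change on HSD did not pass (log2 fold change 0.18, adjusted p = 0.17 from limma, and 0.21 from limma in the authors' deposited values). It passed without control HSD replicate 4 (0.26, adjusted p = 0.047) and fell to 0.08 without control LSD replicate 1 (adjusted p = 0.51) and to 0.12 without control HSD replicate 3 (adjusted p = 0.38). The control libraries held 14.6 to 20.8 on LSD and 17.1 to 23.4 on HSD, and the libraries labelled grn RNAi 227 to 259 and 207 to 231. Reads counted as grn were thus more, not fewer, in the libraries labelled grn RNAi, with a log2 fold change of 3.70 (SE 0.10, adjusted p = 3.5e-12 from limma) on LSD and of 3.39 (SE 0.10, adjusted p = 1.2e-11 from limma) on HSD. Every such library exceeded every control library of its diet (two-sided exact permutation test, p = 0.029, the smallest that 4 against 4 allow). The relative grain expression that the paper reports for this RNAi line runs the other way (S2C Fig), which does not settle what the reads counted as grn are. Every direction given for the RNAi is that of the libraries labelled grn RNAi against the libraries labelled control.

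Whole larvae, early 2nd instar in the paper and 3rd instar in the sample labels, were fed for 8 h on LSD (10% yeast) or on HSD (10% yeast with 15% sucrose), and RNA from 20 larvae made each library. The control genotype carried Tub-GAL4 with a control RNAi insertion from another fly line than the grn RNAi. Other differences between the lines would follow the genotype and cannot be told apart from the RNAi. There were 4 libraries in each of the 4 groups, 16 in all. The authors aligned trimmed, strand-specific reads with TopHat, counted reads per gene with HTSeq, and deposited a normalized CPM value for each of 9982 genes that passed their filter on low values. Each deposited value was a whole multiple of the value of 1 read in its library (100% of values within 0.01 read), so the reads per library could be recovered. They numbered 24038848 to 26477434 (median 25385009) in the control LSD group and 25379428 to 27605460 (median 26913026) in the control HSD group. In the libraries labelled grn RNAi they numbered 27597117 to 32644817 (median 28395746) on LSD and 24310235 to 32254855 (median 26109519) on HSD. The mean over all libraries was 27.1 M reads, where the paper states 20 M, and the recovered reads are those behind the values given here.

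The authors' scaling left column sums of 1025510 to 1131940 in the control libraries and of 929735 to 963521 in the libraries labelled grn RNAi. The test was limma on log2(normalized CPM + 0.5), with all 16 libraries in 1 fit, for the 9950 genes with a value above 1 in at least 3 libraries of a group. At an adjusted p under 0.05, 2699 genes were higher and 2692 lower in the libraries labelled grn RNAi on LSD, and 1785 were higher and 2109 lower on HSD. The change between the genotypes differed between the diets for 532 genes, of which 370 had the higher value on HSD. Without control HSD replicate 3 these were 1016 genes (562 with the higher value on HSD), with DESeq2 1033 (698), and without grn RNAi LSD replicate 2, 3 or 4 or grn RNAi HSD replicate 1 or 4 from 331 to 346. With quantile normalization the split became 4105 higher and 1905 lower on LSD and 3930 higher and 1442 lower on HSD, and the median log2 fold change of all genes moved by 0.10 and by 0.12. With CPM of all recovered reads, without the authors' scaling, an alternative chosen after the data were examined, the split was 5368 higher and 1598 lower on LSD and 4209 higher and 1392 lower on HSD, the median moved by 0.19 and by 0.14, and the 532 genes became 244 with the higher and 281 with the lower value on HSD. edgeR's quasi-likelihood test on the recovered reads called 2660 genes higher and 2681 lower on LSD.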

For acute high sugar treatment, the larvae were grown on LSD for 24 h, which was followed by 8 h feeding on either LSD or HSD regimes. To assess the role of Grain in controlling the sugar-activated gene set, we focused on genes that were upregulated in HSD fed larvae, but displayed lower expression in Grain-depleted animals, on either dietary condition. 

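In control larvae, 1918 genes were higher and 2220 lower after 8 h on HSD than on LSD (adjusted p under 0.05 from limma). The counts were 1181 and 1661 with the 8 libraries of the comparison alone, and without the authors' scaling the balance turned, to 2317 and 1835. Zw, the first enzyme of the pentose phosphate pathway, rose from a mean normalized CPM of 56.4 to 225 (log2 fold change 1.99, adjusted p = 4.5e-12 from limma), and CG1774 rose from 36.5 to 538 (log2 fold change 3.86, adjusted p = 1.6e-14 from limma). Amy-p, an amylase, fell from 21.8 to 0.60 (log2 fold change -4.16, adjusted p = 2.0e-06 from limma), and the alpha-mannosidase genes LManIII, LManIV, LManV and LManVI fell as well. All 7 measured genes of the pentose phosphate pathway rose (7 adjusted over the list alone, camera adjusted p = 2.1e-08, adjusted p = 0.065 with an estimated correlation). Of 20 genes of lipolysis and fatty acid oxidation, 14 fell and 1 rose (14 and 1 adjusted over the list alone, camera adjusted p = 1.6e-05, adjusted p = 0.0070 with an estimated correlation). Markers of other cell types moved as well: 13 of 16 neuron markers rose (13 adjusted over the list alone, median log2 fold change 0.35, camera adjusted p = 2.2e-05, adjusted p = 0.51 with an estimated correlation), and of 18 midgut markers 9 rose and 1 fell (9 and 1 adjusted over the list alone, camera adjusted p = 0.018, adjusted p = 0.44 with an estimated correlation). In the libraries labelled grn RNAi, 1823 genes were higher and 2323 lower on HSD than on LSD.

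Of the 1918 sugar-activated genes, 471 were lower in the libraries labelled grn RNAi on LSD, 400 on HSD and 580 on at least 1 of the diets. Of these 580, 180 passed the test on LSD alone, 109 on HSD alone and 291 on both, with a median log2 fold change of -0.34 on LSD and of -0.26 on HSD. The difference between the diets itself passed the test for 111 of the 580, and 98 of these had the weaker reduction on HSD. The 580 were chosen on these same fold changes, more of them on LSD than on HSD. Both the medians and this tilt can therefore follow in part from the choice. Over all genes tested, 370 of the 532 genes with a difference had the higher value on HSD. Lists of these sizes that were independent of each other would share 519 genes on LSD, 407 on HSD and 593 on either diet. A higher level in the libraries labelled grn RNAi was found for 672 sugar-activated genes on LSD (520 for independent lists), 364 on HSD (344) and 724 on either diet (593).

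The diet and RNAi comparisons shared control libraries. In 100 simulated sets all 4 groups had the same mean, and the deviations within groups were shuffled over the 16 libraries. The shared calls numbered 0 on each diet there. With no gene changed this follows by construction, so it does not tell how shared controls act on real calls. Between the fold changes on HSD in controls and those of the RNAi on LSD the correlation across genes was 0.193 (0.465 simulated) and the covariance 0.0534 (0.0191 simulated). For the RNAi on HSD the correlation was 0.0887 (-0.446 simulated) and the covariance 0.0228 (-0.0194 simulated). With control replicates 1 and 2 for the diet and 3 and 4 for the RNAi, 590 sugar-activated genes were lower on LSD where independent lists give 541, and 410 on HSD where they give 448. With the replicates exchanged, 340 were lower on LSD (277 for independent lists) and 218 on HSD (205). The 400 genes lower on HSD numbered 218 with quantile normalization and 259 without the authors' scaling. By the p-values of the authors' deposited table the sets held 467 genes on LSD, 412 on HSD and 578 on either diet, of which 457, 394 and 566 were also called here.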

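Among the 580 sugar-activated genes lower in the libraries labelled grn RNAi on at least 1 diet were 8 of the 10 measured genes of de novo lipogenesis (adjusted p = 1.6e-07, one-sided Fisher's exact test against the 9950 genes tested) and 10 of 23 genes of galactose, starch and sucrose breakdown (adjusted p = 3.7e-06). They also held 8 of 18 midgut marker genes (adjusted p = 3.4e-05), 8 of 26 trypsins and Jonah proteases (adjusted p = 6.0e-04) and 8 of 36 glutathione S-transferases and cytochrome P450s (adjusted p = 0.0056). Glycolysis, with 4 of 13 genes (adjusted p = 0.026), the pentose phosphate pathway, with 3 of 7 (adjusted p = 0.026), and triacylglycerol synthesis, with 4 of 14 (adjusted p = 0.028), completed the 8 lists that passed. Solute carriers and sugar transporters had 4 of 17 (adjusted p = 0.051). Against the 1918 sugar-activated genes as background, 4 of the 8 lists passed: lipogenesis with 8 of 8 (adjusted p = 5.4e-04), the proteases with 8 of 8 (adjusted p = 5.4e-04), midgut markers with 8 of 9 (adjusted p = 0.0024) and galactose, starch and sucrose breakdown with 10 of 13 (adjusted p = 0.0027). Glycolysis had 4 of 6 there (adjusted p = 0.19). Fisher's test takes genes as independent, while members of a list can move together, so these p-values can be too small. The enrichment was not repeated with quantile normalization or without the authors' scaling.

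Over all tested genes, 16 of the 23 genes of galactose, starch and sucrose breakdown were lower and 1 was higher in the libraries labelled grn RNAi on LSD (17 and 2 adjusted over the list alone, median log2 fold change -0.47, camera adjusted p = 3.1e-06, adjusted p = 0.14 with an estimated correlation). The maltases Mal-A7 (log2 fold change -2.61), Mal-A6 (-2.46) and Mal-A8 (-1.84) and the galactose enzyme Galt (-0.78) were among them. On HSD 11 were lower and 1 higher (camera adjusted p = 0.021, adjusted p = 0.82 with an estimated correlation), and the change differed between the diets for 7 members, upwards on HSD in 6 (list adjusted p = 0.045 with an estimated correlation). All 26 trypsins and Jonah proteases, digestive enzymes of the gut, were lower on LSD (26 adjusted over the list alone, median -1.04, camera adjusted p = 3.6e-20, adjusted p = 0.045 with an estimated correlation), with Jon74E at -3.83, Jon25Bi at -2.98 and betaTry at -2.14. On HSD 21 were lower (median -0.52, camera adjusted p = 2.2e-11, adjusted p = 0.10 with an estimated correlation). Markers of the midgut, a list that shares Jon74E, Jon65Aiii, alphaTry, betaTry, iotaTry, Mal-A1 and Amy-p with these groups, moved with them: 13 of 18 were lower and 1 was higher on LSD (13 and 2 adjusted over the list alone, median -0.52, adjusted p = 0.047 with an estimated correlation). Of 14 genes of triacylglycerol synthesis, 8 were lower, with Gk2 at -0.70 and Gpdh at -0.55, and CG1941 and CG1946 were higher (the same counts adjusted over the list alone, camera adjusted p = 0.046, adjusted p = 0.36 with an estimated correlation). Of 16 genes of the TCA cycle, 14 were lower and 1 was higher on LSD (14 and 1 adjusted over the list alone, camera adjusted p = 1.6e-05, adjusted p = 0.21 with an estimated correlation), while 3 were lower and 1 was higher on HSD, and 10 differed between the diets. Lower on LSD beside them were 15 of 19 muscle genes (16 adjusted over the list alone, median -0.22, camera adjusted p = 4.9e-04, adjusted p = 0.43 with an estimated correlation) and 11 of 12 mitochondrially encoded genes (11 adjusted over the list alone, median -0.46, camera adjusted p = 0.0017, adjusted p = 0.43 with an estimated correlation). With quantile normalization 5 muscle genes were lower and 4 higher.

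With quantile normalization 3 TCA cycle genes were lower and 3 higher on LSD and 0 lower and 11 higher on HSD. Without the authors' scaling 6 were lower and 2 higher on LSD and 0 lower and 10 higher on HSD. For galactose, starch and sucrose breakdown on HSD these scalings gave 9 lower and 8 higher, and 9 lower and 7 higher. On LSD the 26 proteases were lower under both of these scalings, with medians of -0.76 and -0.84. Camera passed 17 of 31 lists on LSD, but 3 other divisions of the same 8 libraries into 4 and 4 passed as many, so chance cannot be excluded for that number. In the pentose phosphate pathway 3 of 7 genes were lower on LSD, Zw (-0.56), Taldo (-0.42) and CG8036 (-0.19), and the list did not pass camera (adjusted p = 0.092).

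**Figure D1:**
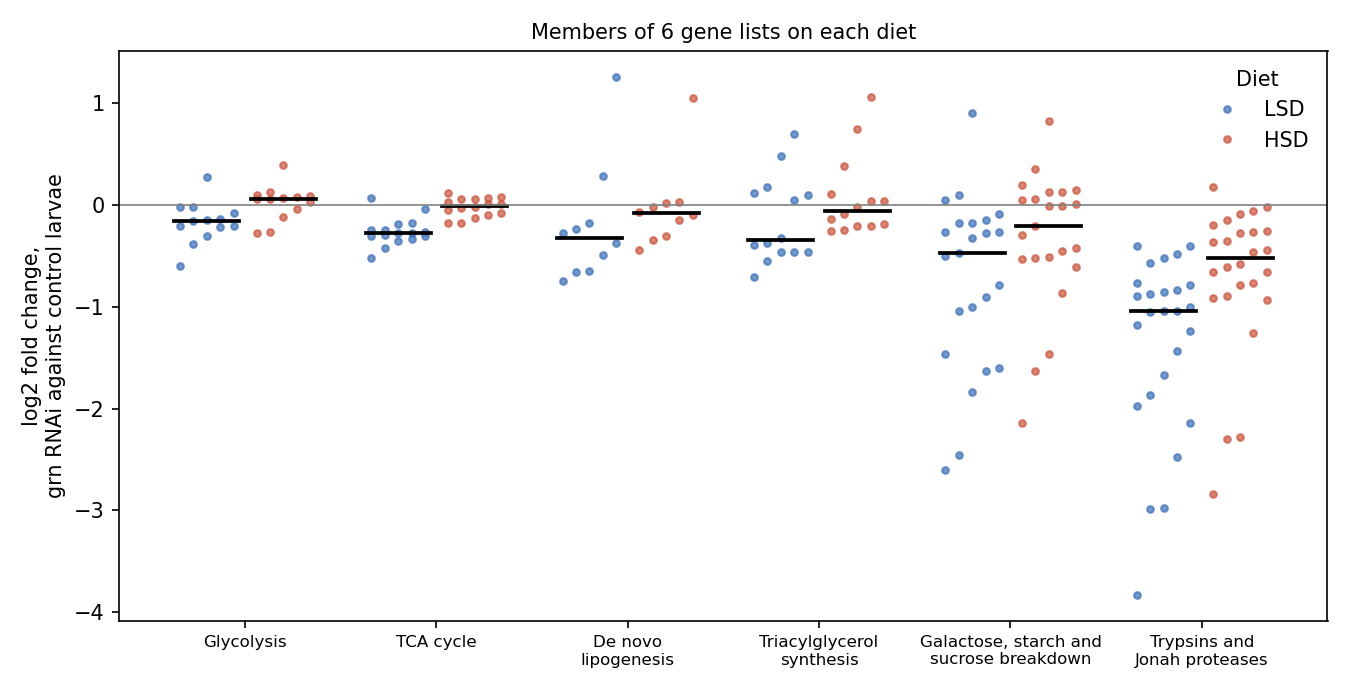
Log2 fold change of each member of 6 gene lists in the libraries labelled grn RNAi against control larvae (vertical axis, log2 scale) on LSD (blue) and HSD (red). Points are genes and black bars are list medians, on the authors' scaling. The bars of the trypsins and Jonah proteases lie at -1.04 on LSD and -0.52 on HSD, and all 26 points on LSD lie below 0.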

Gene set enrichment of the Grain-regulated sugar-responsive genes revealed significant enrichment of gene sets involved in carbohydrate metabolism and lipid biosynthesis (**Fig 3A**). 

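Of 13 measured genes of glycolysis, the pathway from glucose to pyruvate, 7 were lower and 0 higher in the libraries labelled grn RNAi on LSD at an adjusted p under 0.05 from limma (7 and 0 adjusted over the list alone), and ImpL3 was higher at an unadjusted p under 0.05 (log2 fold change 0.27, adjusted p = 0.070). Besides the 5 genes of Fig. 3B, Hex-C (log2 fold change -0.59, adjusted p = 0.015) and Tpi (-0.20, adjusted p = 0.033) were lower. The median of the list was -0.16 (camera adjusted p = 0.046, adjusted p = 0.50 with an estimated correlation). Midgut markers (median -0.52, 13 of 18 lower) and muscle genes (-0.22, 15 of 19 lower) were lower on LSD too. Pfk (-0.02), Pglym78 (-0.02), Pgk (-0.08), Ald (-0.13) and Eno (-0.16) did not pass. On HSD 1 gene was lower and 1 higher, and the higher one was ImpL3, lactate dehydrogenase (log2 fold change 0.40, adjusted p = 0.018 from limma). In control larvae HSD raised 6 of the 13 genes (8 adjusted over the list alone) and lowered Hex-C and ImpL3. With quantile normalization 5 glycolytic genes were higher and 3 lower on LSD (median 0.02, and -0.11 relative to the median of all genes), and without the authors' scaling 4 were higher and 1 was lower (median 0.05, and -0.17 relative to the median of all genes). On HSD 6 were higher and 1 lower with quantile normalization, and 9 and 1 without the authors' scaling.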

Glycolysis was among the most highly enriched gene sets in Grain-deficient animals. Indeed, many glycolytic genes, such as *hexokinase A* (*Hex-A*), *glyceraldehyde-3-phosphate dehydrogenase 1* and *2* (*Gapdh1* & *2*), as well as *pyruvate kinase* (*PyK*) were expressed at a lower level in Grain-deficient animals (**Fig 3B**). However, the downregulation was mainly observed on LSD, except for *glucose-6-phosphate isomerase* (*Pgi*), which was downregulated by Grain knockdown on both dietary conditions.

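Hex-A (FBgn0001186, X chromosome, 9585675 to 9589813) encodes the hexokinase that phosphorylates glucose. On LSD its normalized CPM was 164 ± 8.99 (SD, n = 4) in control larvae and 126 ± 4.01 (SD, n = 4) in the libraries labelled grn RNAi, a log2 fold change of -0.38 (SE 0.05, adjusted p = 1.6e-05 from limma). All 4 of the latter lay below all 4 controls (exact permutation test, p = 0.029). Gapdh1 (FBgn0001091, chromosome 2R, 7791901 to 7793380) was at 1794 ± 169 and 1538 ± 45.9 (SD, n = 4 each), a log2 fold change of -0.22 (SE 0.06, adjusted p = 0.0094 from limma, exact permutation p = 0.057). Gapdh2 (FBgn0001092, X chromosome, 15868145 to 15869661) was at 2017 ± 159 and 1746 ± 80.5 (SD, n = 4 each), a log2 fold change of -0.21 (SE 0.06, adjusted p = 0.015 from limma, exact permutation p = 0.057). The Gapdh genes encode near-identical enzymes, so their separate values are uncertain where reads fit both. PyK (FBgn0267385, chromosome 3R, 22367536 to 22372746), the last enzyme of glycolysis, was at 900 ± 57.7 and 813 ± 30.2 (SD, n = 4 each), a log2 fold change of -0.15 (SE 0.05, adjusted p = 0.016 from limma, exact permutation p = 0.11).

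Relative to the median of all genes the changes were -0.41 for Hex-A, -0.25 for Gapdh1, -0.24 for Gapdh2 and -0.17 for PyK, and with quantile normalization -0.30, -0.26, -0.26 and -0.04. Over the alternatives the adjusted p on LSD ranged from 4.4e-13 to 0.018 for Hex-A, from 7.1e-04 to 0.83 for Gapdh1, from 0.0022 to 0.98 for Gapdh2 and from 0.0017 to 0.19 for PyK. Without the authors' scaling the calls for Gapdh1 (log2 fold change -0.01), Gapdh2 (0.00, below 0 before rounding) and PyK (0.06) were lost, and with quantile normalization Gapdh2 did not pass (adjusted p = 0.052) and PyK turned (log2 fold change 0.09). Gapdh2 also missed the threshold without control LSD replicate 2 (adjusted p = 0.0501), and PyK without grn RNAi LSD replicate 2 (0.054) or with the 8 libraries of the comparison alone (0.061).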

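Pgi (FBgn0003074, chromosome 2R, 8910900 to 8914069, minus strand) interconverts glucose 6-phosphate and fructose 6-phosphate. Its normalized CPM was 565 ± 38.7 in control larvae and 458 ± 20.1 in the libraries labelled grn RNAi on LSD, and 1104 ± 40.7 and 922 ± 41.1 on HSD (SD, n = 4 each). The log2 fold change was -0.30 (SE 0.05, adjusted p = 2.5e-04 from limma) on LSD and -0.26 (adjusted p = 0.0011) on HSD, and on each diet no library labelled grn RNAi reached a control library (exact permutation test, p = 0.029). That the diets differ, by 0.04, did not pass (adjusted p = 0.82). On HSD the log2 fold change was -0.12 for Hex-A (adjusted p = 0.069, exact permutation p = 0.029), -0.04 for Gapdh1 (0.67), 0.06 for Gapdh2 (0.499) and 0.06 for PyK (0.28), all from limma. The change differed between the diets by 0.26 for Hex-A (adjusted p = 0.041), and the difference did not pass for Gapdh1 (0.18, adjusted p = 0.27), Gapdh2 (0.27, adjusted p = 0.11) or PyK (0.21, adjusted p = 0.076). HSD itself raised Pgi in control larvae (log2 fold change 0.97, adjusted p = 6.3e-09), PyK (0.81, adjusted p = 9.7e-09), Hex-A (0.498, adjusted p = 2.4e-06) and Gapdh2 (0.25, adjusted p = 0.0062), and Gapdh1 did not pass (0.16, adjusted p = 0.056). The Gapdh1 rise passed with median-of-ratios scaling (adjusted p = 0.033), quantile normalization (1.5e-04), DESeq2 (0.016), without the authors' scaling (0.0076), and without control LSD replicate 1 (0.022), control LSD replicate 2 (0.044) or control HSD replicate 3 (0.027), in a range from 1.5e-04 to 0.17 over the alternatives.

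On LSD the Pgi call was lost with quantile normalization (log2 fold change 0.02, adjusted p = 0.71) and without the authors' scaling (-0.10, adjusted p = 0.077), in a range of adjusted p from 4.2e-08 to 0.71 over the alternatives, and relative to the median of all genes the change was -0.33, -0.11 and -0.32 under the authors' scaling, quantile normalization and no scaling. The Hex-A difference between the diets passed without control LSD replicate 4, control HSD replicate 3 or grn RNAi HSD replicate 2, and missed the threshold without any 1 of the other 13 libraries (adjusted p 0.052 to 0.0900), without a mean-variance trend (0.054) and without the authors' scaling (0.11), in a range from 0.0020 to 0.11 over the alternatives. That for PyK passed with median-of-ratios scaling (adjusted p = 0.046), with DESeq2 (0.0060) and without control LSD replicate 3 (0.019), in a range from 0.0060 to 0.99. The Gapdh2 difference passed with DESeq2 (0.022) and without control LSD replicate 3 (0.046), in a range from 0.022 to 0.19. That for Pgi passed with quantile normalization, in the other direction (-0.23, adjusted p = 0.039). On HSD the Hex-A reduction passed without grn RNAi HSD replicate 4 (adjusted p = 0.047), in a range from 0.047 to 0.69. A rise on HSD passed for PyK with quantile normalization (0.090, adjusted p = 0.047) and without the authors' scaling (0.21, adjusted p = 5.3e-04) and for Gapdh2 without the authors' scaling (0.20, adjusted p = 0.013).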

**Fig 3:**
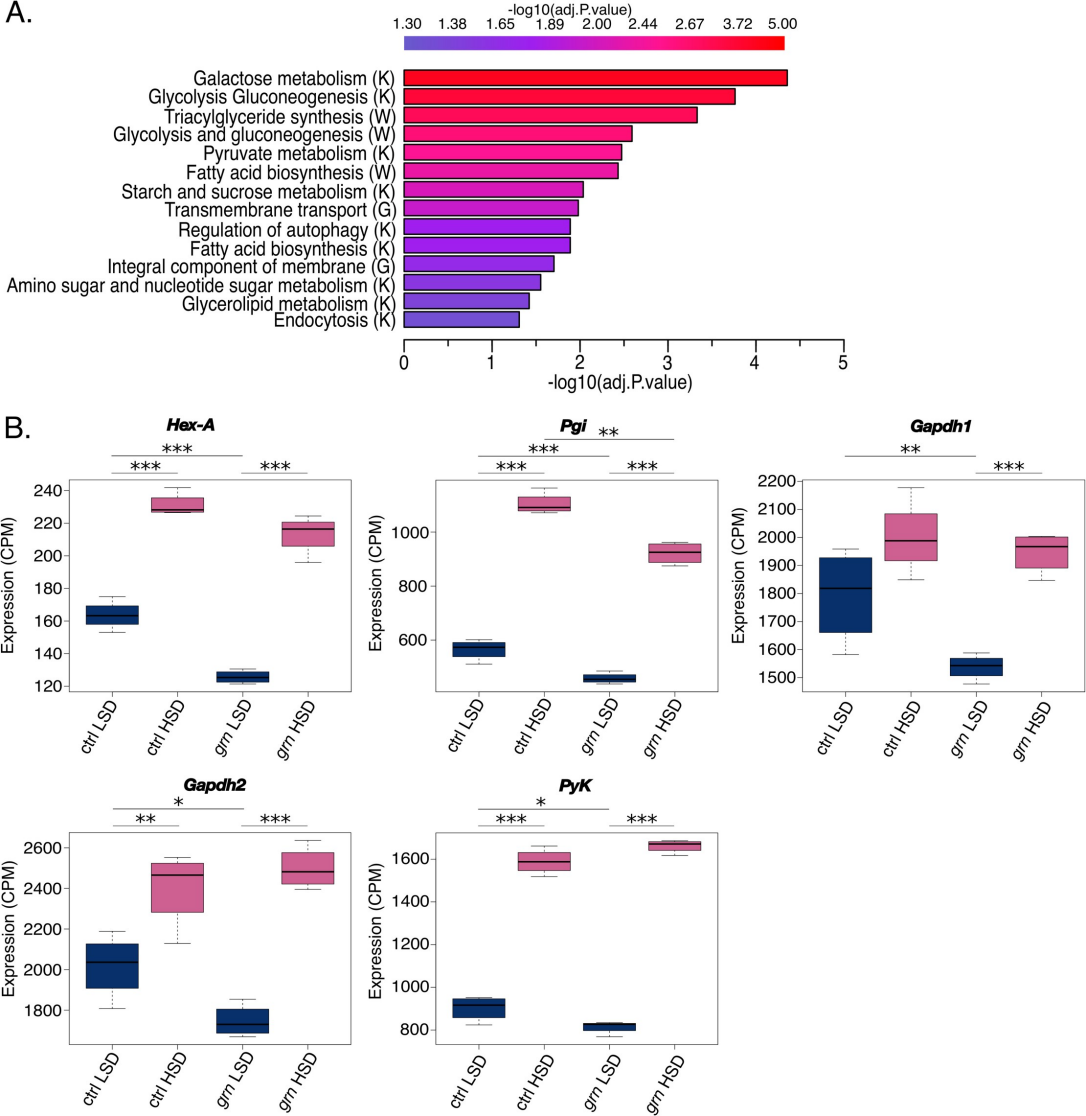
Grain regulates metabolic gene expression. **A.** Gene set enrichment of significantly upregulated, sugar-responsive Grain target genes (RNA-seq, adj.p.val <0.05) in 2^nd^ instar larvae exposed to high sugar diet for 8 hours. Gene sets involved in carbohydrate and lipid metabolism are highly enriched. (hypergeometric test, adj.p.val<0.05). K = KEGG, W = Wikipathways, G = Gene Ontology database. **B.** Expression of several glycolytic genes is downregulated upon *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27568) as compared to control (Tub-GAL4>TriP control BDSC #31603) 2^nd^ instar larvae. Data information: *adj.p.val< 0.05, **adj.p.val<0.01, ***adj.p.val<0.001. CPM: counts per million. LSD: 10% yeast, HSD: 10% yeast + 15% sucrose.

To further analyze the possible metabolic role of Grain, we measured the levels of polar metabolites from whole larvae upon Grain depletion on LSD and HSD by using LC-MS-based metabolomics (**S1 Data**). Several metabolic changes upon Grain depletion were detected (**Figs 4A and S3**). Grain depletion increased the levels of glucose on both dietary conditions (**Fig 4B**). Levels of metabolites that branch out of the glycolytic pathway and TCA cycle were elevated on LSD. These include intermediates of the hexosamine pathway (Glucosamine 6-phosphate, UDP-N-acetylglucosamine) (**Fig 4C**), as well as 2-hydroxyglutarate (**Fig 4D**), which is synthetized by *lactate dehydrogenase* in *Drosophila* [26]. Several intermediates of the TCA cycle displayed moderately elevated levels on LSD, with borderline statistical significance (**Fig 4E**). Grain-dependent metabolic changes were also reflected to redox balance, as NAD^+^/NADH balance was highly elevated upon Grain depletion on LSD (**Fig 4F**). Amino acids arginine, lysine and asparagine were modestly elevated by Grain depletion on LSD, while alanine levels were modestly downregulated by *grain* knockdown (**Fig 4G**). To conclude, Grain regulates central carbon and amino acid metabolism, in particular on LSD.

**Fig 4:**
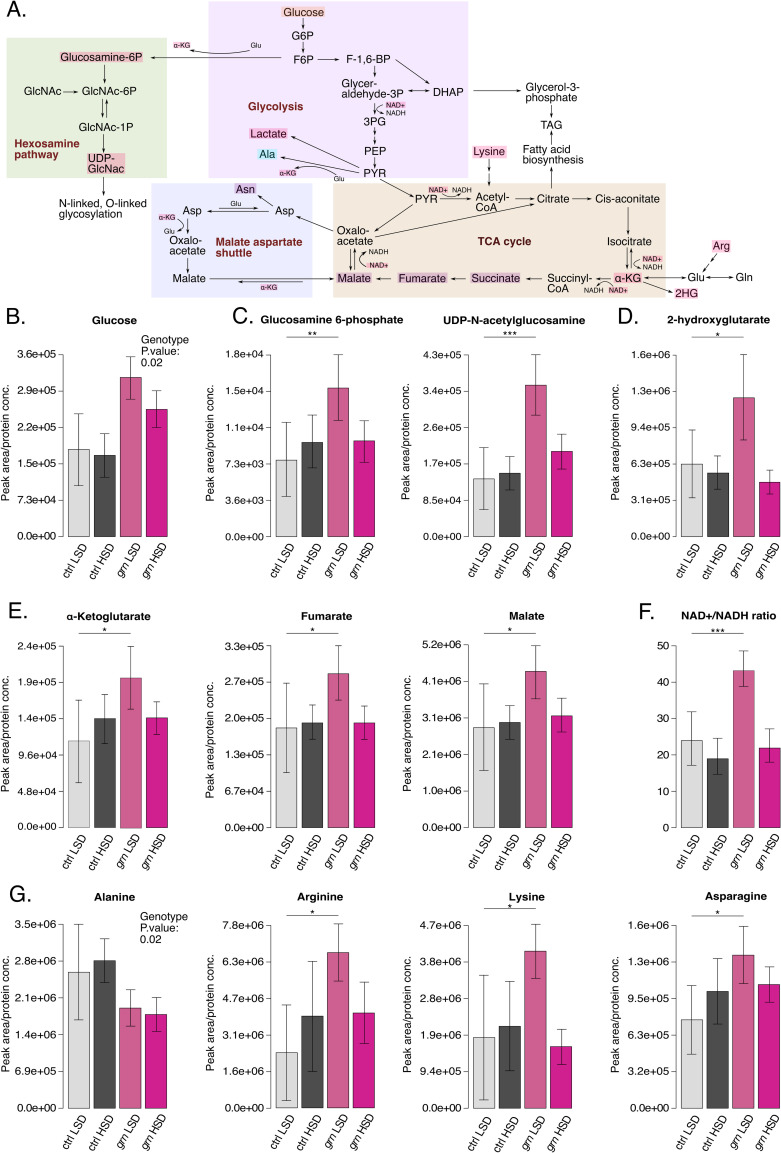
Grain controls central carbon metabolism. **A.** Global overview of selected metabolic pathways (LC-MS analysis of polar metabolites). Metabolites that were significantly elevated (Two-way ANOVA, genotype:diet interaction, F (1,15) > 5.0, p.val < 0.05) upon *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27658) compared to control (Tub-GAL4>TriP control BDSC #31603) 2^nd^ instar larvae exposed to a high sugar diet for 24 hours are highlighted in red, borderline significantly elevated (two-way ANOVA, genotype:diet interaction, F (1,15) > 3.5, p.val < 0.08) in purple. While some metabolites didn’t reach significant interaction, their genotype effect (two-way ANOVA, genotype, F (1,15) > 7.1, p.val < 0.05) was significant. These metabolites are marked in orange (upregulated) and blue (downregulated). Full statistical data found in S1 Data. **B—E.** Grain depletion (Tub-GAL4>*grain* RNAi BDSC #27658) leads to elevated levels of several metabolites, including Glucose (two-way ANOVA, genotype, F (1,15) = 7.13, p.val = 0.017) (**B**), hexosamine pathway intermediates (two-way ANOVA, genotype:diet, F (1,15) > 6.32, p.val < 0.05) (**C**), 2-hydroxyglutarate (two-way ANOVA, genotype:diet, F (1,15) = 7.50, p.val = 0.015) (**D**), and intermediates of the TCA cycle with borderline significance (two-way ANOVA, genotype:diet, F (1,15) > 3.54, p.val < 0.08) (**E**) on low sugar diet compared to control (Tub-GAL4>TriP control BDSC #31603). **F.** The NAD^+^/NADH balance is elevated upon Grain depletion (Tub-GAL4>*grain* RNAi BDSC #27658) on low sugar diet as compared to control (Tub-GAL4>TriP control BDSC #31603) (two-way ANOVA, genotype:diet, F (1,15) = 9.90, p.val = 0.007). **G.** Changes in amino acid levels upon Grain depletion (Tub-GAL4>*grain* RNAi BDSC #27658) compared to control (Tub-GAL4>TriP control BDSC #31603). 2^nd^ instar larvae exposed to a high sugar diet for 24 hours (LC-MS analysis of polar metabolites. (Arg, Lys, Asn: two-way ANOVA, genotype:diet, F (1,15) > 4.50, p.val < 0.06). Data information: N indicates the number of biological replicates. B-G) For all metabolites (apart from glucose and alanine) a two-way ANOVA revealed at least a borderline significant interaction effect between diet and genotype (F (1,15) > 3.5, p.val < 0.08). A Tukey HSD post hoc analysis revealed this interaction to be caused by an increase of these metabolites upon *grn* knockdown on a low sugar diet (p values indicated on graphs: *p.val< 0.05, **p.val<0.01, ***p.val<0.001, df grn HSD-ctrl LSD = 8). Glucose and alanine did not reach a significant interaction effect, but showed significant genotype effects (F (1,15) > 7.1, p.val < 0.05). Full statistical data found in Data S1. * LSD: 10% yeast, HSD: 10% yeast + 15% sucrose. N = 5 for control LSD and HSD and *grain* RNAi LSD, 4 for *grain* RNAi HSD, 20 larvae per replicate.

In addition to metabolic genes, we identified sugar-responsive TF genes among Grain targets. 

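Of 12 measured genes of the sugar-sensing and transforming growth factor network, 5 were lower and 0 higher in the libraries labelled grn RNAi on LSD at an adjusted p under 0.05 from limma (5 and 0 adjusted over the list alone), and no member was higher at an unadjusted p under 0.05. With quantile normalization 3 were lower and 2 higher on LSD and 1 lower and 4 higher on HSD. Without the authors' scaling 2 were lower and 3 higher on LSD and 1 lower and 3 higher on HSD. Beside cbt, Smox and Aldh-III these were daw, the Activin-like ligand Dawdle (log2 fold change -0.26, adjusted p = 0.0067), and Mad, a Smad factor of the BMP branch (-0.16, adjusted p = 0.0044). The list did not pass camera (adjusted p = 0.066, adjusted p = 0.43 with an estimated correlation). Mondo (-0.15, adjusted p = 0.056), bigmax (0.01), Med (0.10), babo (0.08) and put (-0.003) did not pass on LSD. On HSD, Aldh-III and Mad (-0.18, adjusted p = 0.0036) were lower. Of the GATA factor genes other than grn, GATAe, which is expressed in the midgut, was lower on LSD (-0.52, adjusted p = 8.7e-06) and on HSD (-0.40, adjusted p = 1.6e-04), and srp was higher on LSD (0.28, adjusted p = 0.0035). pnr (0.27, adjusted p = 0.11) and GATAd (0.08, adjusted p = 0.23) did not pass on LSD. Among the 580 sugar-activated genes lower in the libraries labelled grn RNAi were 3 of the 12 network genes (adjusted p = 0.085, one-sided Fisher's exact test).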

Cabut is a transcriptional repressor, which is directly activated by Mondo-Mlx upon sugar feeding [5,12]. 

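cbt (FBgn0043364, chromosome 2L, 476446 to 479688, minus strand of Release 6) encodes the zinc finger protein Cabut. Its normalized CPM on LSD was 67.3 ± 6.16 (SD, n = 4) in control larvae and 48.4 ± 1.497 (SD, n = 4) in the libraries labelled grn RNAi. This is a log2 fold change of -0.47 (SE 0.07, adjusted p = 5.5e-05 from limma), and each of the latter libraries lay below each control (exact permutation test, p = 0.029). On HSD the values were 91.8 ± 7.33 and 82.1 ± 3.96 (SD, n = 4 each), a log2 fold change of -0.16 (adjusted p = 0.081 from limma). Between the diets the change differed by 0.31 (adjusted p = 0.077 from limma). In control larvae the level rose on HSD (log2 fold change 0.45, adjusted p = 1.5e-04 from limma). The difference between the diets passed with quantile normalization (adjusted p = 0.031), with DESeq2 (0.012) and without control LSD replicate 2 (0.025) or control HSD replicate 3 (0.046), in a range from 0.012 to 0.15 over the alternatives. The reduction on HSD passed without control LSD replicate 2 (adjusted p = 0.042) or control HSD replicate 4 (0.020), in a range from 0.020 to 0.86.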

Interestingly, *cabut* expression was significantly downregulated upon Grain depletion in LSD fed animals (**Fig 5A**). Moreover, the ENCODE-derived embryonic ChIP-seq data revealed that *cabut* is a direct target of Grain (**Fig 5B**). 

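Smox (FBgn0025800, X chromosome, 8137041 to 8142279, minus strand) encodes the Smad factor of Activin signalling. In control larvae its normalized CPM was 84.7 ± 3.27 (SD, n = 4) on LSD and 94.7 ± 6.57 (SD, n = 4) on HSD, a log2 fold change of 0.16 (SE 0.05, adjusted p = 0.020 from limma, exact permutation p = 0.057). In the libraries labelled grn RNAi it was 71.4 ± 1.78 (SD, n = 4) on LSD and 91.1 ± 3.50 (SD, n = 4) on HSD. On LSD this is a log2 fold change of -0.24 (SE 0.05, adjusted p = 8.4e-04 from limma, exact permutation p = 0.029). The change was -0.05 on HSD (adjusted p = 0.42 from limma), where it turned to 0.14 and passed with quantile normalization (adjusted p = 0.033), and the difference between the diets was 0.19 (adjusted p = 0.13 from limma). On LSD the call was lost with quantile normalization (-0.09, adjusted p = 0.14) and without the authors' scaling (-0.04, adjusted p = 0.52), in a range of adjusted p from 1.6e-05 to 0.52, and relative to the median of all genes the change was -0.27, -0.22 and -0.26 under the authors' scaling, quantile normalization and no scaling. The rise on HSD in control larvae missed the threshold without control LSD replicate 1 (adjusted p = 0.052), control LSD replicate 2 (0.051) or control HSD replicate 2 (0.065), and with the 8 libraries of the comparison alone (0.097).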

The expression of Activin/Dawdle downstream TF *smox* was also found to be activated by sugar, but its expression was significantly downregulated by Grain depletion upon LSD feeding (**Fig 5C**). Similar to *cabut*, *smox* was identified as a direct Grain target in the ENCODE ChIP-seq data (**Fig 5D**). In addition to the TFs involved in sugar tolerance, Grain-depleted animals displayed significant downregulation of Aldehyde dehydrogenase *Aldh-III*, which is also a direct Grain target (**S4 Fig**). 

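Aldh-III (FBgn0010548, chromosome 2R, 7466879 to 7477162, minus strand) encodes an aldehyde dehydrogenase. On LSD its normalized CPM was 303 ± 26.3 (SD, n = 4) in control larvae and 158 ± 6.42 (SD, n = 4) in the libraries labelled grn RNAi, a log2 fold change of -0.93 (SE 0.08, adjusted p = 3.9e-07 from limma). On HSD it was 224 ± 24.8 and 162 ± 14.1 (SD, n = 4 each), a log2 fold change of -0.46 (adjusted p = 4.4e-04 from limma). On both diets all 4 libraries labelled grn RNAi lay below all 4 controls (exact permutation test, p = 0.029). The reduction was smaller on HSD by 0.47 (adjusted p = 0.030 from limma). In control larvae the gene fell on HSD (log2 fold change -0.44, adjusted p = 7.2e-04 from limma), so it was not among the sugar-activated genes. The difference between the diets missed the threshold without control LSD replicate 1 or 3, control HSD replicate 1 or 2, grn RNAi LSD replicate 2, 3 or 4, or grn RNAi HSD replicate 1 or 4 (adjusted p 0.053 to 0.067) and without the authors' scaling (0.055), in a range from 0.0012 to 0.067 over the alternatives. From the lower expression of the metabolic and regulatory genes upon Grain depletion, together with Grain binding at cbt, Smox and Aldh-III in embryonic ChIP-seq data that are not analysed here, the paper concludes that Grain regulates both kinds of gene. Its other evidence includes GATA motifs and Grain binding at sugar-activated genes, binding at lipogenic genes, tissue RT-qPCR and an ACC reporter, none analysed here.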

Notably, we have previously shown that Aldh-III is necessary for sugar tolerance [5]. In conclusion, Grain regulates the expression of metabolic genes as well as TFs with a role in metabolic regulation and sugar tolerance.

**Fig 5:**
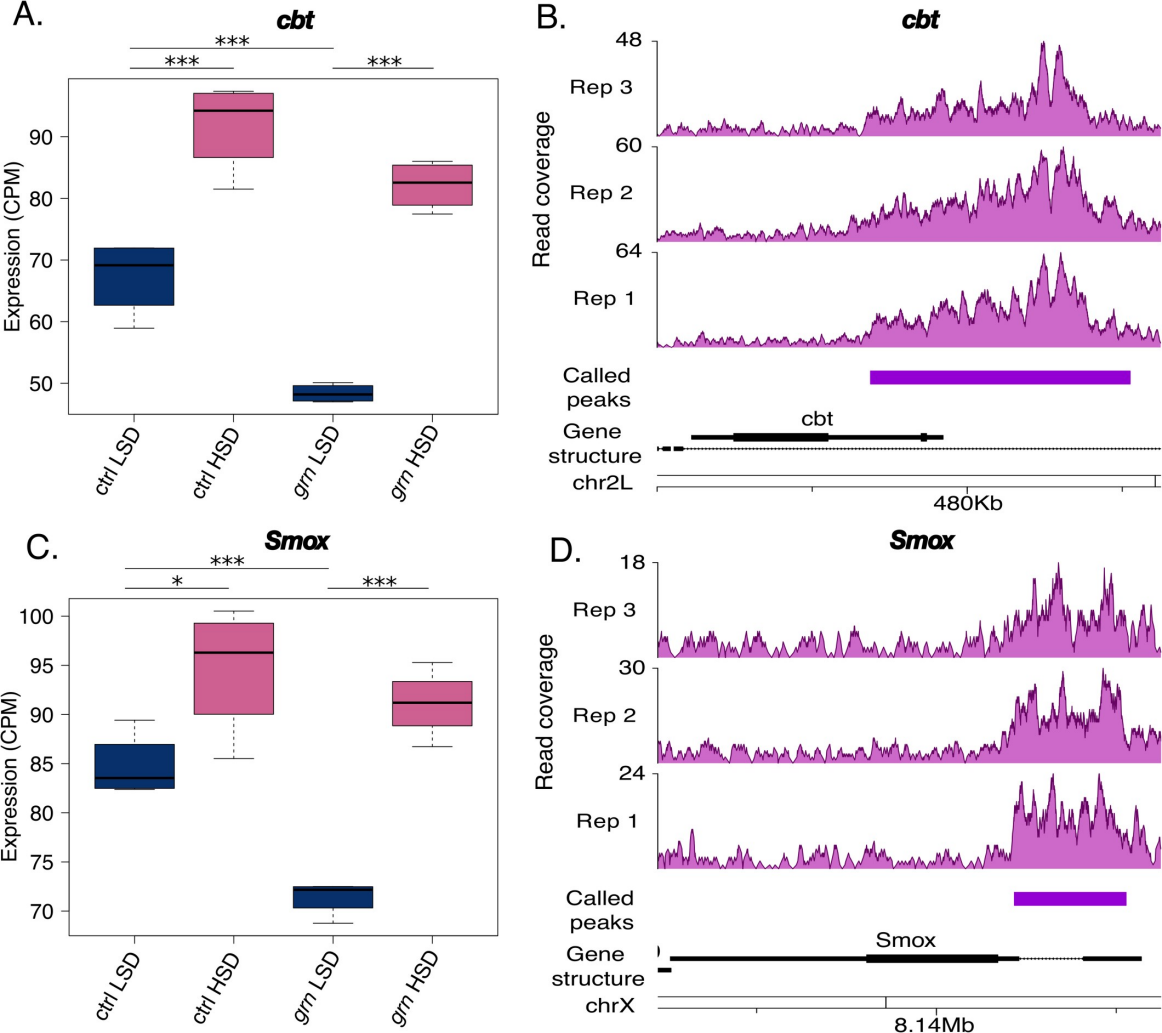
Sugar-responsive transcription factors Cabut and Smox are regulated by Grain. **A.** mRNA expression (RNA-seq) of transcription factor *cabut* (*cbt*) is downregulated upon *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27658) as compared to control (Tub-GAL4>TriP control BDSC #31603) 2^nd^ instar larvae on low sugar diet (N = 4, 20 per group). **B.** Binding profile of Grain in *cabut* promoter (ChIP-seq, ENCODE dataset ENCSR909QHH). The purple bar indicates the location of the called *cabut* peak in the dataset. **C.** mRNA expression (RNA-seq) transcription factor *smox* is downregulated upon *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27658) as compared to control (Tub-GAL4>TriP control BDSC #31603) 2^nd^ instar larvae on a low sugar diet (N = 4, 20 per group). **D.** Binding profile of Grain in *smox* promoter (ChIP-seq, ENCODE dataset ENCSR909QHH). The purple bar indicates the location of the called *smox* peak in the dataset. Data information: N indicates the number of biological replicates. *adj.p.val<0.05, ***adj.p.val<0.001. LSD: 10% yeast, HSD: 10% yeast + 15% sucrose. CPM: counts per million.

### Grain converges with Sugarbabe to regulate lipid metabolism

The discovery of *cabut* and *smox* as targets of Grain led us to systematically analyze the possible overlap of other Grain targets and those of Sugarbabe and Mlx, the other known sugar-responsive TFs. Indeed, sugar-responsive target genes of both Sugarbabe and Mlx showed significant overlap with those of Grain (**Figs 6A and S5A**). 66 genes that were activated by sugar feeding were downregulated both in Sugarbabe-deficient animals and upon Grain depletion (**Fig 6A**). 

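Of the sugar-activated genes shown in Fig. 6B, 24 belong to gene lists fixed before the data were examined. The study chose the figure's genes on these samples, so their direction is not independent evidence. All 24 were higher on HSD in control larvae and were among the 580 genes found here. On LSD 23 of the 24 were lower in the libraries labelled grn RNAi, and aralar1, a mitochondrial carrier, did not pass (log2 fold change 0.01, adjusted p = 0.81 from limma). On HSD 11 were lower, of which 10 were lower on both diets. The median log2 fold change was -0.498 on LSD and -0.15 on HSD. The change differed between the diets for 12 genes and was smaller on HSD for 11 of them. Among these were Gk2, a glycerol kinase (0.74, adjusted p = 1.7e-04), Jon99Fi, a digestive protease (0.71, adjusted p = 8.6e-04), Indy, a citrate transporter (0.65, adjusted p = 2.5e-04), and Men, malic enzyme (0.59, adjusted p = 2.5e-04). CCHa2, a nutrient-responsive peptide hormone, was lower on LSD (log2 fold change -1.28, adjusted p = 4.6e-10) and on HSD (-0.90, adjusted p = 3.3e-08), as was GstT4 (-1.31, adjusted p = 9.9e-09, and -0.67, adjusted p = 1.2e-05). With quantile normalization the values of Indy (0.19), dmGlut (0.18), mdy (0.19) and Prestin (0.03) turned upwards on HSD, and those of Desat1 (0.07) and Pgi (0.02) turned upwards on LSD.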

Collective analysis of the expression of this set of common target genes (displayed as heatmaps) showed that Grain depletion most prominently downregulated the gene expression in LSD feeding animals, while a subset of genes was also downregulated on HSD (**Fig 6B**). On the other hand, Sugarbabe mainly contributed to the regulation of these target genes upon HSD feeding. 

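sug (FBgn0033782, chromosome 2R, 12924567 to 12930644, plus strand) encodes the zinc finger factor Sugarbabe. On LSD its normalized CPM was 40.0 ± 3.90 (SD, n = 4) in control larvae and 37.2 ± 1.44 (SD, n = 4) in the libraries labelled grn RNAi. On HSD it was 90.5 ± 8.62 and 84.2 ± 8.67 (SD, n = 4 each). The log2 fold change was -0.10 (SE 0.09, adjusted p = 0.34 from limma, exact permutation p = 0.23) on LSD and -0.11 (adjusted p = 0.35 from limma, exact permutation p = 0.31) on HSD, so a change was not detected, and the difference between the diets was -0.01 (adjusted p = 0.99 from limma). HSD raised the gene by a log2 fold change of 1.17 (adjusted p = 1.3e-07 from limma) in control larvae and 1.16 (adjusted p = 8.75e-08) in the libraries labelled grn RNAi.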

Grain knockdown did not influence *sugarbabe* expression (**S5B Fig**).

**Fig 6:**
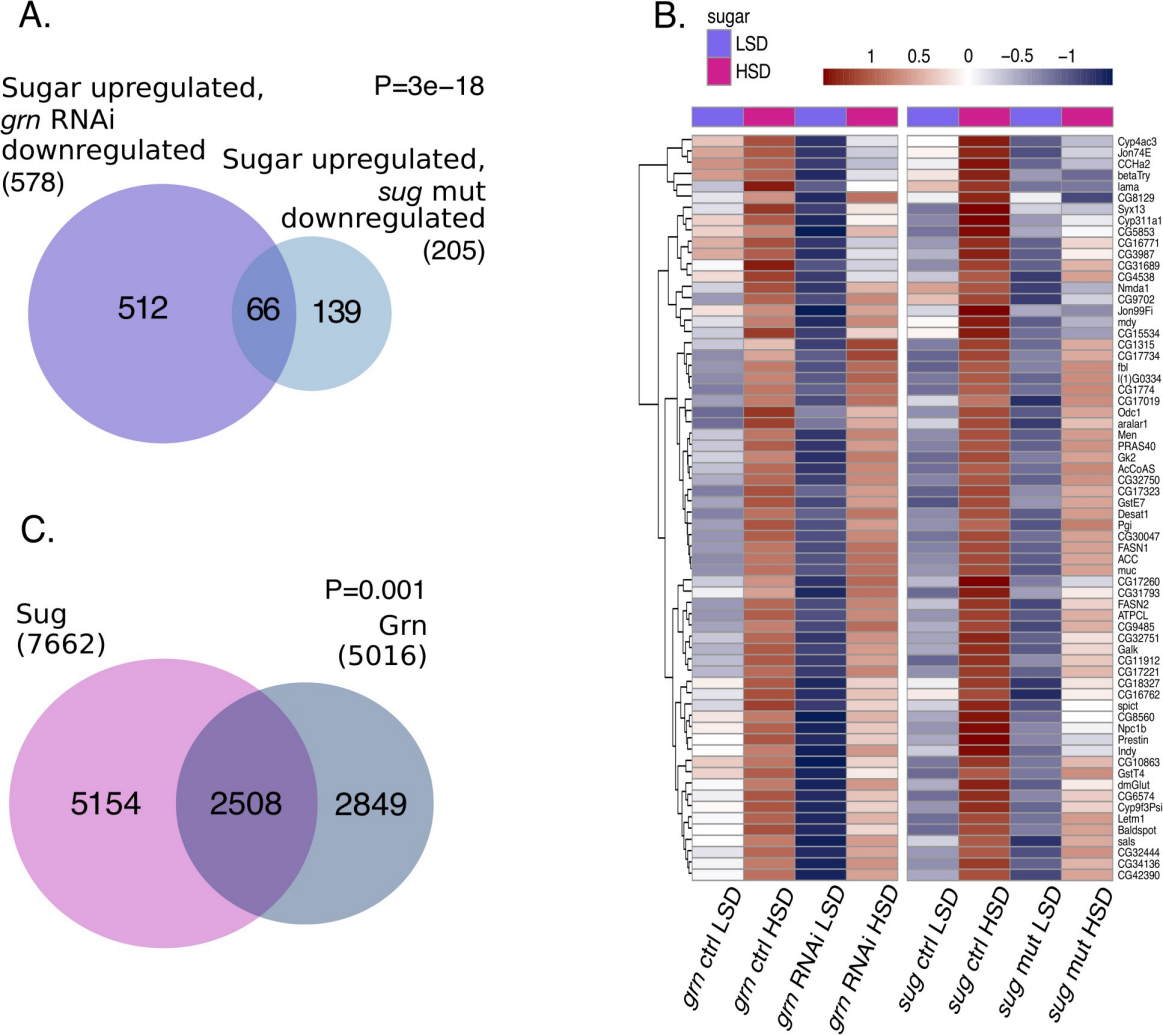
Grain and Sugarbabe share common target genes. **A.** Venn diagram displaying overlap between sugar-activated, Grain-dependent targets (adj.p.val<0.05) and sugar-activated, Sugarbabe-dependent targets (adj.p.val<0.05) determined by RNA-seq in 2^nd^ instar larvae exposed to HSD for 8 hours. **B.** Heatmaps displaying the overlapping genes in (**A**). Shared target genes of Grain (Grn) and Sugarbabe (Sug) are primarily regulated by Sugarbabe on high sugar diet, and regulated by Grain on low sugar diet. Color key displays scaled log2 gene expression. LSD: 10% yeast, HSD: 10% yeast + 15% sucrose. **C.** Venn diagram displaying overlap (>50% overlap in called peak areas) between direct targets of Grain and Sugarbabe (ChIP-seq, ENCODE datasets ENCSR909QHH and ENCSR008NYP).

As Grain shared several target genes with Sugarbabe, we systematically compared the ENCODE-derived ChIP-seq data on direct Grain and Sugarbabe targets, looking for peaks that displayed >50% overlap in the *Drosophila* genome. Interestingly, we found over 2500 overlapping Grain and Sugarbabe genomic binding sites (**Fig 6C**). Common targets of Grain and Sugarbabe included genes that function in the interface of central carbon metabolism and fatty acid biosynthesis, such as *Acetyl-CoA carboxylase* (*ACC*), and *Fatty acid synthase* (*FASN1*), *ATP citrate lyase* (*ATPCL*), *Acetyl-CoA synthetase* (*AcCoAS*) (**Fig 7A**). These lipogenic genes displayed highly similar binding profiles for Grain and Sugarbabe (**Fig 7A**). 

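Of 10 measured genes of de novo lipogenesis, 8 were lower and 2 higher in the libraries labelled grn RNAi on LSD (8 and 2 adjusted over the list alone, median log2 fold change -0.32, camera adjusted p = 0.015, adjusted p = 0.31 with an estimated correlation). The higher ones were FASN3 (1.26, adjusted p = 4.6e-04) and the elongase gene eloF (0.29, adjusted p = 0.031), and the largest reduction was that of the elongase gene Baldspot (-0.74, adjusted p = 7.1e-06). Midgut markers were lower on LSD as well, 13 of 18 with 1 higher (median -0.52, adjusted p = 0.047 with an estimated correlation). On HSD 3 were lower and FASN3 was higher, and the change differed between the diets for Men, AcCoAS and eloF (list adjusted p = 0.15 with an estimated correlation).

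AcCoAS (FBgn0012034, chromosome 3L, 21270722 to 21280243) makes acetyl-CoA from acetate. Its normalized CPM was 886 ± 62.5 in control larvae and 563 ± 59.8 in the libraries labelled grn RNAi on LSD (SD, n = 4 each, log2 fold change -0.66, SE 0.07, adjusted p = 2.1e-06 from limma), and 1709 ± 62.0 and 1545 ± 61.7 on HSD (-0.14, adjusted p = 0.11, exact permutation p = 0.029). With the 8 libraries of the comparison alone the reduction on HSD passed (adjusted p = 0.023), in a range from 0.023 to 0.98 over the alternatives. The difference between the diets was 0.51 (adjusted p = 0.0072 from limma). ATPCL (FBgn0020236, chromosome 2R, 15993531 to 16001290), which makes cytosolic acetyl-CoA from citrate, was at 532 ± 33.2 and 378 ± 30.8 on LSD (SD, n = 4 each, log2 fold change -0.49, SE 0.06, adjusted p = 1.4e-05 from limma) and at 1869 ± 89.5 and 1511 ± 72.8 on HSD (-0.31, adjusted p = 0.0013). FASN1 (FBgn0283427, chromosome 2L, 3056598 to 3068177), fatty acid synthase, was at 3098 ± 209 and 2417 ± 404 on LSD (SD, n = 4 each, log2 fold change -0.37, SE 0.09, adjusted p = 0.0044 from limma) and at 6429 ± 176 and 6553 ± 475 on HSD (0.03, adjusted p = 0.86). ACC (FBgn0033246, chromosome 2R, 7974115 to 7991862), acetyl-CoA carboxylase, was at 1094 ± 76.9 and 934 ± 110 on LSD (SD, n = 4 each, log2 fold change -0.23, SE 0.08, adjusted p = 0.017 from limma) and at 2222 ± 55.0 and 2267 ± 136 on HSD (0.03, adjusted p = 0.799). On LSD the exact permutation p was 0.029 for AcCoAS and ATPCL, 0.057 for FASN1 and 0.086 for ACC. A difference between the diets did not pass for ATPCL (0.19, adjusted p = 0.24), FASN1 (0.40, adjusted p = 0.10) or ACC (0.26, adjusted p = 0.18). That for FASN1 passed with DESeq2 (0.40, adjusted p = 0.029) and without grn RNAi LSD replicate 4 (0.49, adjusted p = 0.034), in a range of adjusted p from 0.029 to 0.29 over the alternatives.

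Of the 10 genes 5 were lower and 2 higher on LSD with quantile normalization and 4 and 2 without the authors' scaling, and on HSD 1 was lower and 1 higher under both. In control larvae HSD raised ATPCL by a log2 fold change of 1.81, FASN1 by 1.06, ACC by 1.02 and AcCoAS by 0.95. Relative to the median of all genes the changes on LSD were -0.69 for AcCoAS, -0.52 for ATPCL, -0.40 for FASN1 and -0.26 for ACC, and with quantile normalization -0.47, -0.33, -0.39 and -0.19. Over the alternatives the adjusted p on LSD ranged from 0.0041 to 0.77 for ACC and from 4.1e-04 to 0.15 for FASN1: both calls were lost with quantile normalization (0.61 and 0.071) and without the authors' scaling (0.77 and 0.15), and that for ACC also with the 8 libraries of the comparison alone (0.059) and without control LSD replicate 3 (0.053) or grn RNAi LSD replicate 1 (0.053). The ATPCL call on HSD was lost without the authors' scaling (adjusted p = 0.071), in a range from 4.1e-05 to 0.071, and the AcCoAS difference between the diets with quantile normalization (adjusted p = 0.27), in a range from 5.4e-06 to 0.27.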

Their expression was significantly downregulated in animals deficient for these TFs, Grain contributing mainly on LSD and Sugarbabe on HSD (**Fig 7B and 7C**) [6].

**Fig 7:**
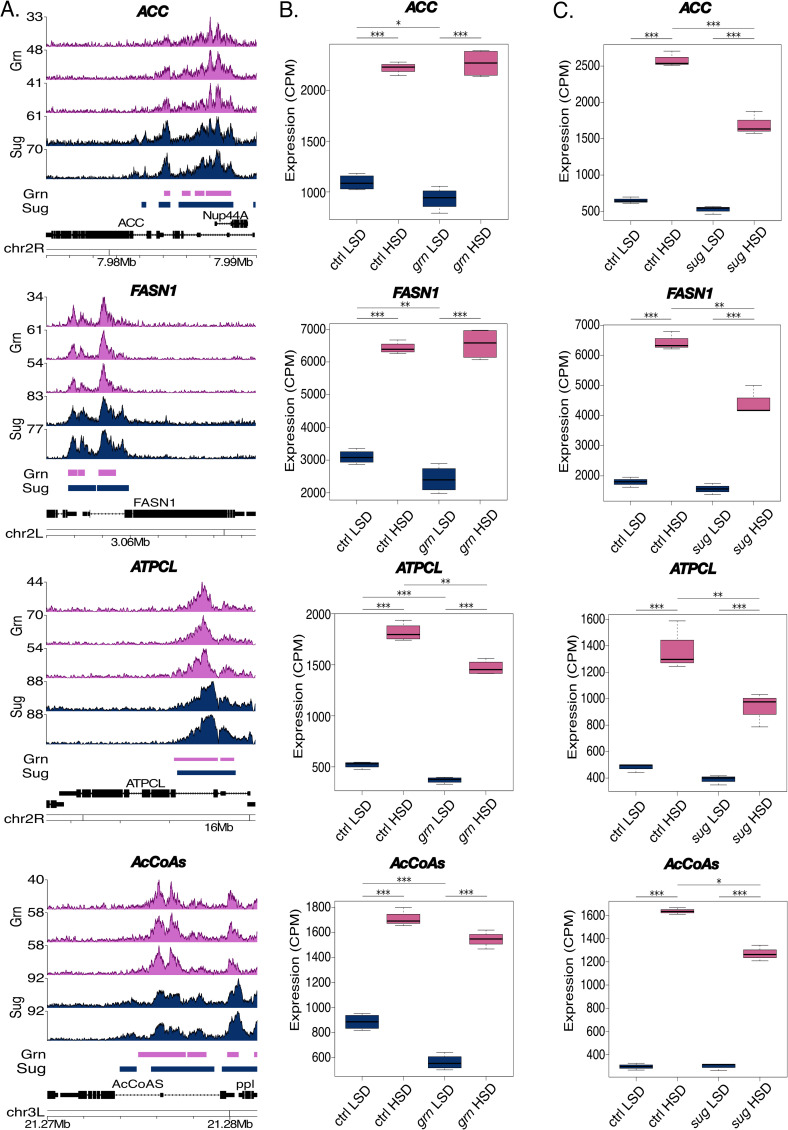
Grain and Sugarbabe co-regulate genes involved in lipid metabolism. **A.** Binding profiles of Grain and Sugarbabe (ChIP-seq, ENCODE datasets ENCSR909QHH and ENCSR008NYP) display overlapping binding sites in the promoters of lipogenic genes. Pink peaks and bar indicate the expression and called peak location in Grain, whereas dark blue denotes the same for Sugarbabe. **B and C.** Grain and Sugarbabe regulate the expression of genes (RNA-seq) involved in *de novo* lipogenesis. mRNA expression of *ACC*, *FASN1*, *ATPCL* and *AcCoAs* in *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27658) and control (Tub-GAL4>TriP control BDSC #31603) 2^nd^ instar larvae on LSD or exposed to HSD for 8 hours. (N = 4, 20 per group) (**B**), compared to expression of the same genes in *sug* mutants (6) (**C**). Data information: N indicates the number of biological replicates. *adj.p.val<0.05, **adj.p.val<0.01, ***adj.p.val<0.001. LSD: 10% yeast, HSD: 10% yeast + 15% sucrose. CPM: counts per million.

Consistent with the reduced lipogenic gene expression, we observed a moderate reduction of triacylglycerol (TAG) levels in Grain-depleted larvae grown on LSD (**Fig 8A**). This was confirmed with lipidomics analysis of whole larvae, showing reduced TAG/PE (phosphatidylethanolamine) ratio upon Grain depletion on LSD (**Fig 8B**). Interestingly the lipidomics analysis also revealed a significant increase in TAG acyl chain length upon Grain depletion, which is in line with reduced larval total lipogenesis producing short *de novo* synthesized acyl chains (**Figs 8C and S6A**) [27]. Analysis of lipid droplets in larval fat body showed significantly reduced levels of normalized lipid droplet volumes in Grain-depleted animals on LSD (**Figs 8D and 8E and S6B**), consistent with the biochemical TAG measurements and the observed changes in lipogenic gene expression.

**Fig 8:**
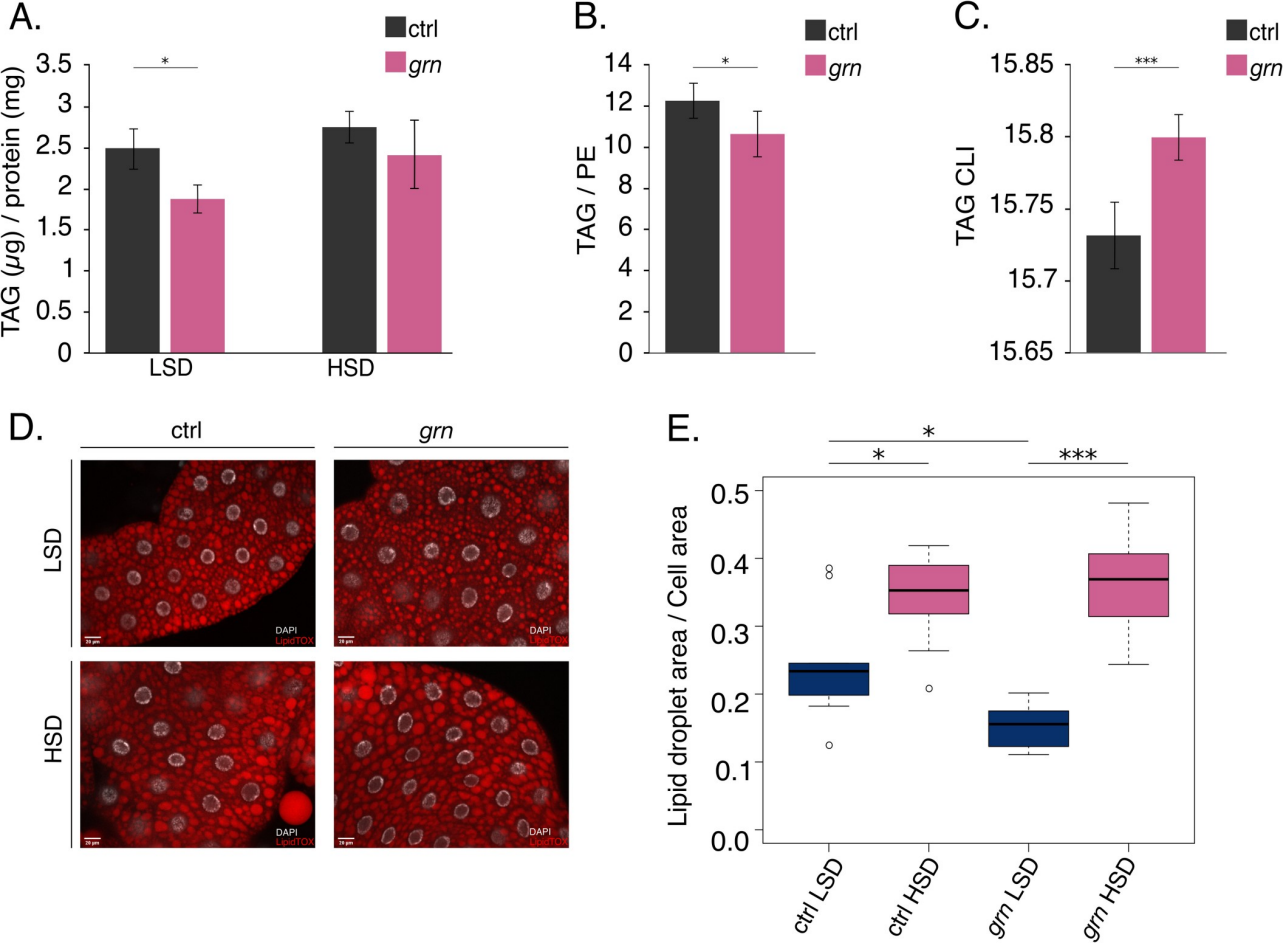
Grain depletion leads to disturbed lipid biosynthesis. **A.** Grain depletion (Tub-GAL4>*grain* RNAi BDSC #27658) leads to a reduction in TAG stores on a diet low in sugar compared to control early 3^rd^ instar larvae (Tub-GAL4>TriP control BDSC #31603). Enzymatic TAG assay, normalized to protein levels (N = 4, 10 larvae per group). **B.** Grain depletion (Tub-GAL4>*grain* RNAi BDSC #27658) leads to a reduction in total TAG/PE molar ratios (measured by mass spectrometry-based lipidomics,) compared to control (Tub-GAL4>TriP control BDSC #31603) pre-wandering 3^rd^ instar larvae after being fed glucose for 24 hours. (N = 4, 15 larvae per sample). **C.** Grain-depleted larvae had in their TAG on average longer acyl chains (expressed as CLI representing the average length of one acyl chain) than the control larvae (N = 4, 15 larvae per sample). **D.** Representative immunofluorescence images of lipid droplet (LipidTOX) and nuclei (DAPI) staining in Grain depleted (Tub-GAL4>*grain* RNAi BDSC #27658) and control (Tub-GAL4>TriP control BDSC #31603) fat bodies of early 3^rd^ instar larvae raised on a diet either low or high in sugar. **E.** Quantification of lipid droplet staining in **D**. Fat bodies from Grain depleted (Tub-GAL4>*grain* RNAi BDSC #27658) 3^rd^ instar larvae have lower relative amount of lipid droplets (total lipid droplet area/cell area) than controls (Tub-GAL4>TriP control BDSC #31603) (N = 9 cells for each sample group). Data information: N indicates the number of biological replicates. Error bars display standard deviation. (**A):** Two-way ANOVA found no significant interaction effect between diet and genotype. Diet (F (1,12) = 8.381, p.val = 0.01345) and genotype (F (1,12) = 11.602, p.val = 0.00521) effects were found to be significantly different. A Tukey HSD was performed with p-values indicated on the graph as described below. (**B):** one-tailed Student’s t-test (6 degrees of freedom), (**C):** two-tailed Student’s t-test (6 degrees of freedom). **(E)** Two-way ANOVA found a significant interaction effect between diet and genotype (F (1,32) = 5.262, p.val = 0.0285). A Tukey HSD was performed with p-values indicated on the graph as follows: *p.val< 0.05, **p.val<0.01,***p.val<0.001. LSD: 10% yeast, HSD: 10% yeast + 15% sucrose, TAG: triacylglycerol, PE: phosphatidylethanolamine, CLI: chain length index.

### Tissue-specific analysis reveals sugar-dependent and independent functions of Grain

Our data shows that while *grain* displays sugar-inducible expression and contributes to growth and survival on HSD, it controls central carbon and lipid metabolism as well as metabolic gene expression primarily on LSD. To better understand the underlying reasons, we analyzed the tissue-specific roles of *grain*. The data from *Drosophila* gene expression database FlyAtlas2 showed that *grain* mRNA expression was highest in the midgut (**Fig 9A**). High midgut expression was confirmed by quantitative RT-PCR analysis of RNA isolated from four larval tissues (**S7A Fig**). Using FlyAtlas2 data we also calculated the relative tissue-specific expressions of all genes in the gene set of **Fig 3A**. Consistently with high *grain* expression in the midgut, the mean of these relative expression levels shows that genes upregulated by sugar and downregulated by *grain* knockdown displayed highest expression in the midgut (39.5%), followed by the fat body and Malpighian tubules (**S7B Fig**). This was in contrast to all genes present in FlyAtlas2 with 11.9% mean relative expression in the midgut (**S7C Fig**).

**Fig 9:**
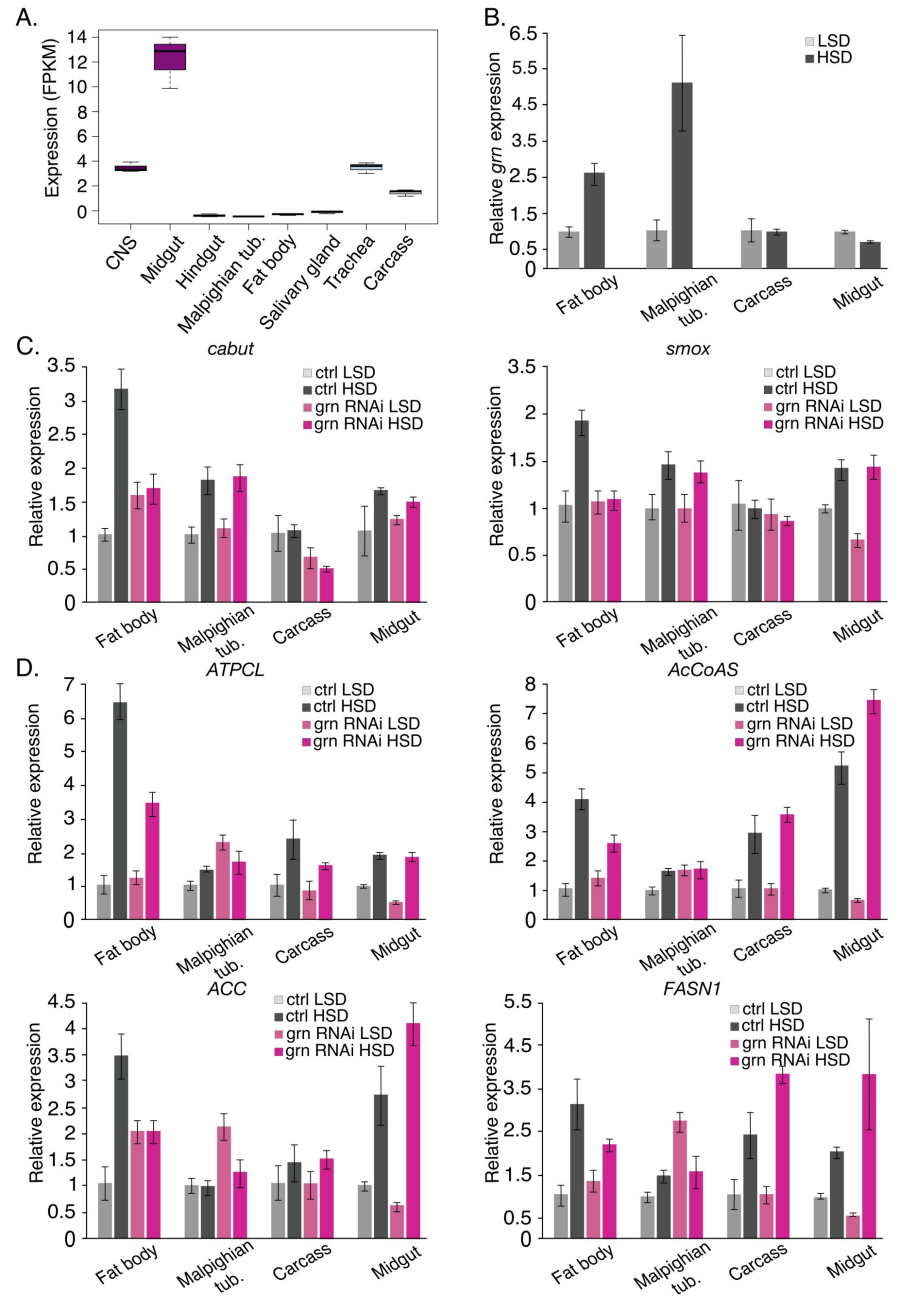
Tissue specific expression and function of *grain*. **A.** mRNA expression (RNAseq, FPKM: fragment per kilobase million) of *grain* (*grn*) in larval tissues according to FlyAtlas2. **B.** Normalized tissue expression of *grain* (*grn*) mRNA in larval fat body, Malpighian tubules, carcass, and midgut of *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27658) and control (Tub-GAL4>TriP control BDSC #31603) early 3^rd^ instar larvae on LSD or exposed to HSD for 8 hours. Expression of *CDK7* was used for normalization. **C.** Normalized tissue expression of Cabut and Smox mRNA of *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27658) and control (Tub-GAL4>TriP control BDSC #31603) early 3^rd^ instar larvae on LSD or exposed to HSD for 8 hours. Expression of *CDK7* was used for normalization. **D.** Normalized tissue expression of lipogenic gene mRNA of *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27658) and control (Tub-GAL4>TriP control BDSC #31603) early 3^rd^ instar larvae on LSD or exposed to HSD for 8 hours. Expression of *CDK7* was used for normalization. Data information: Data in panels B-D represents cDNA pools of 4 biological replicates (tissues from 5 animals/replicate). Error bars display standard deviation of technical replicates. LSD: 10% yeast, HSD: 10% yeast + 15% sucrose.

Next we analyzed the contribution of sugar feeding on *grain* and its targets in tissue-specific manner. Interestingly, sugar-induced Grain expression was only observed in the fat body and Malpighian tubules, but not in the midgut or carcass (**Fig 9B**). Consistent with this finding, ubiquitous Grain knockdown blunted sugar-induced expression of several target genes in the fat body, including TF genes *cabut* and *smox* (**Fig 9C**), as well as lipogenic genes, *ATPCL*, *AcCoAS*, *ACC*, and *FASN1* (**Fig 9D**). In contrast to fat body, Grain did not inhibit sugar-induced lipogenic gene expression in the midgut, but displayed reduced expression under LSD conditions (**Fig 9D**). This was interesting, considering the observed TAG phenotypes on LSD and the critical role of midgut in larval lipid biosynthesis [28].

Finally, we analyzed the function of Grain in the larval midgut more closely. The use of a *grain* GFP fusion (PBac{grn-GFP.FPTB}) revealed that *grain* displays highly specific expression pattern, showing prominent expression in the anterior-most parts of the midgut, along with the gastric caeca (**Fig 10A**). Interestingly, the anterior-most area of the midgut has earlier been shown to possess high lipogenic activity [28]. To test the functional importance of Grain in the intestine, we analyzed the expression of *ACC* by using a LacZ reporter upon Grain knockdown. Intriguingly, the expression of the reporter-encoded β-Galactosidase in the anterior midgut was prominently inhibited upon Grain knockdown on both LSD and HSD conditions (**Fig 10B and 10C**). In conclusion, Grain displays tissue-specific expression and function, contributing to sugar-inducible gene expression in the fat body while displaying high constitutive expression in the midgut to promote lipogenic gene expression.

**Fig 10:**
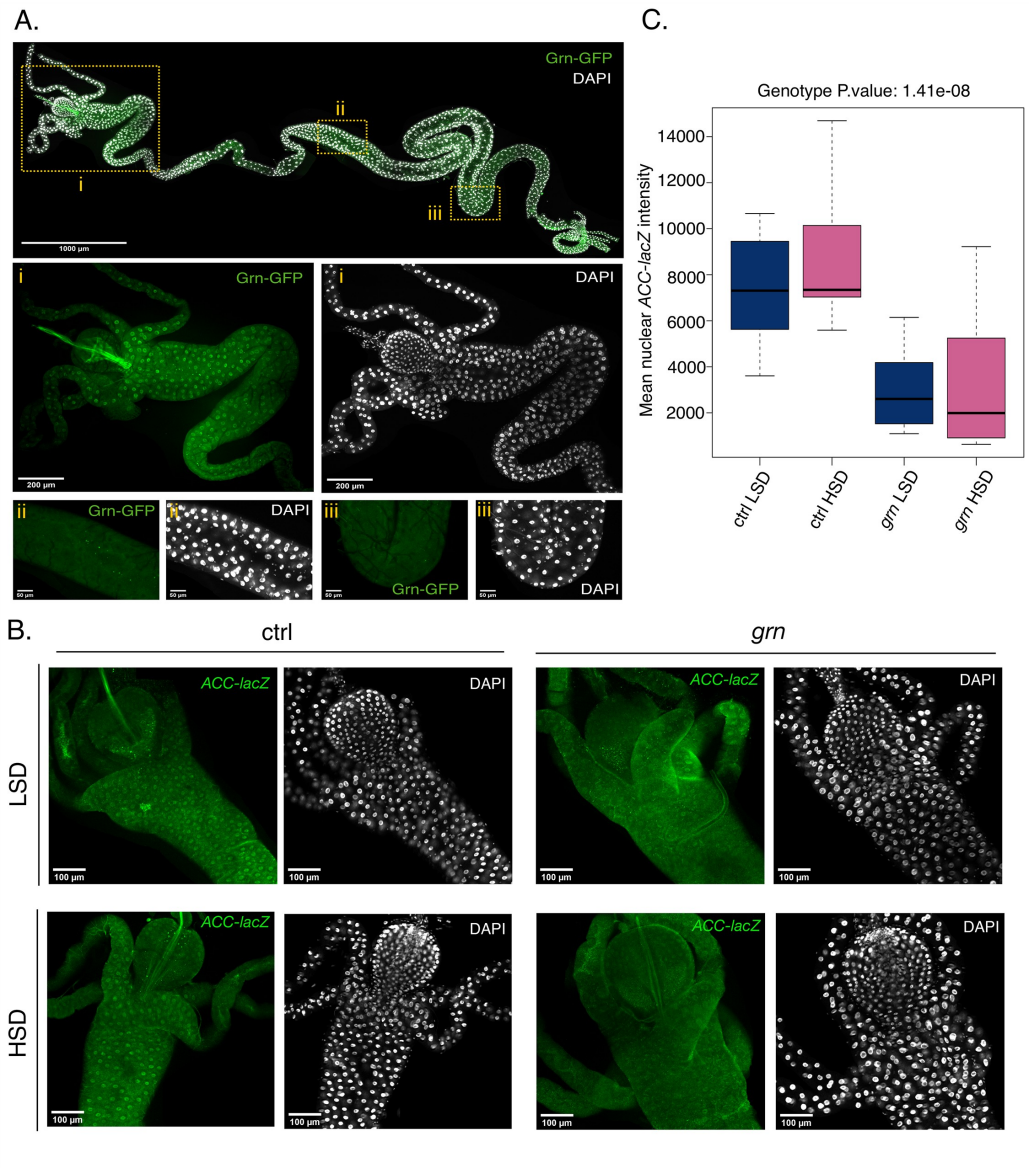
Grain regulates lipogenic gene expression in the anterior midgut. **A.** Grain-GFP is highly expressed in the anterior parts of the larval midgut. Representative images of midguts with nuclear staining (DAPI) of early 3^rd^ instar larvae expressing Grain-GFP (BDSC #58483) on LSD. **B.** Grain knockdown inhibits the expression of *ACC lacZ* reporter in the anterior midgut. Representative immunofluorescence images of midguts of early 3^rd^ instar *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27658) and control (Tub-GAL4>TriP control BDSC #31603) larvae expressing nuclear β-Galactosidase under the *ACC* promoter (BDSC #10790), exposed to LSD or HSD for 8 hours. ACC LacZ is stained with anti-β-Galactosidase and DNA is stained with DAPI. **C.** Quantification of mean nuclear ACC LacZ intensity in **B.** Cells in the anterior midgut of Grain depleted (Tub-GAL4>*grain* RNAi BDSC #27658) 3^rd^ instar larvae express lower levels of ACC LacZ than controls (Tub-GAL4>TriP control BDSC #31603) (N = 12 nuclei for each sample group). Data information: (**C):** Two-way ANOVA found no significant interaction effect between diet and genotype. A genotype (F (1,44) = 48.123, p.val = 1.41e-08) effect was found to be significantly different. LSD: holidic medium without sucrose (64), HSD: holidic medium with added 15% sucrose.

## Discussion

We provide evidence for a role for GATA transcription factor Grain in metabolic gene regulation *in vivo* (**Fig 11**). This discovery was initiated by an unbiased transcription factor (TF) target motif enrichment analysis, which revealed a significant over-representation of GATA-like motifs in the promoter regions of sugar-regulated genes in *Drosophila* larvae. Subsequent experimental and computational validation singled out Grain as the TF involved. Specifically, we discovered that: 1) Grain regulates expression of metabolic genes, including glycolytic and lipogenic genes, 2) Grain also controls the expression of genes encoding other sugar-responsive TFs, such as Cabut and Smox, 3) Grain controls sugar-responsive target gene expression in the fat body, while having a constitutive regulatory role in the anterior midgut, 4) Grain shares genomic binding sites and target genes with sugar-activated transcription factor Sugarbabe, 5) Grain and Sugarbabe predominate on the regulation of common targets on low and high sugar, respectively, 6) Grain-deficient larvae display disturbed growth on HSD, 7) Grain deficient animals display elevated levels of glucose-derived metabolic intermediates, such as those of the hexosamine pathway, but lower TAG stores on LSD. Collectively, our data provides evidence for Grain, the *Drosophila* ortholog of GATA1/2/3 subfamily, as a tissue-specific regulator of nutrient-responsive gene expression.

**Fig 11:**
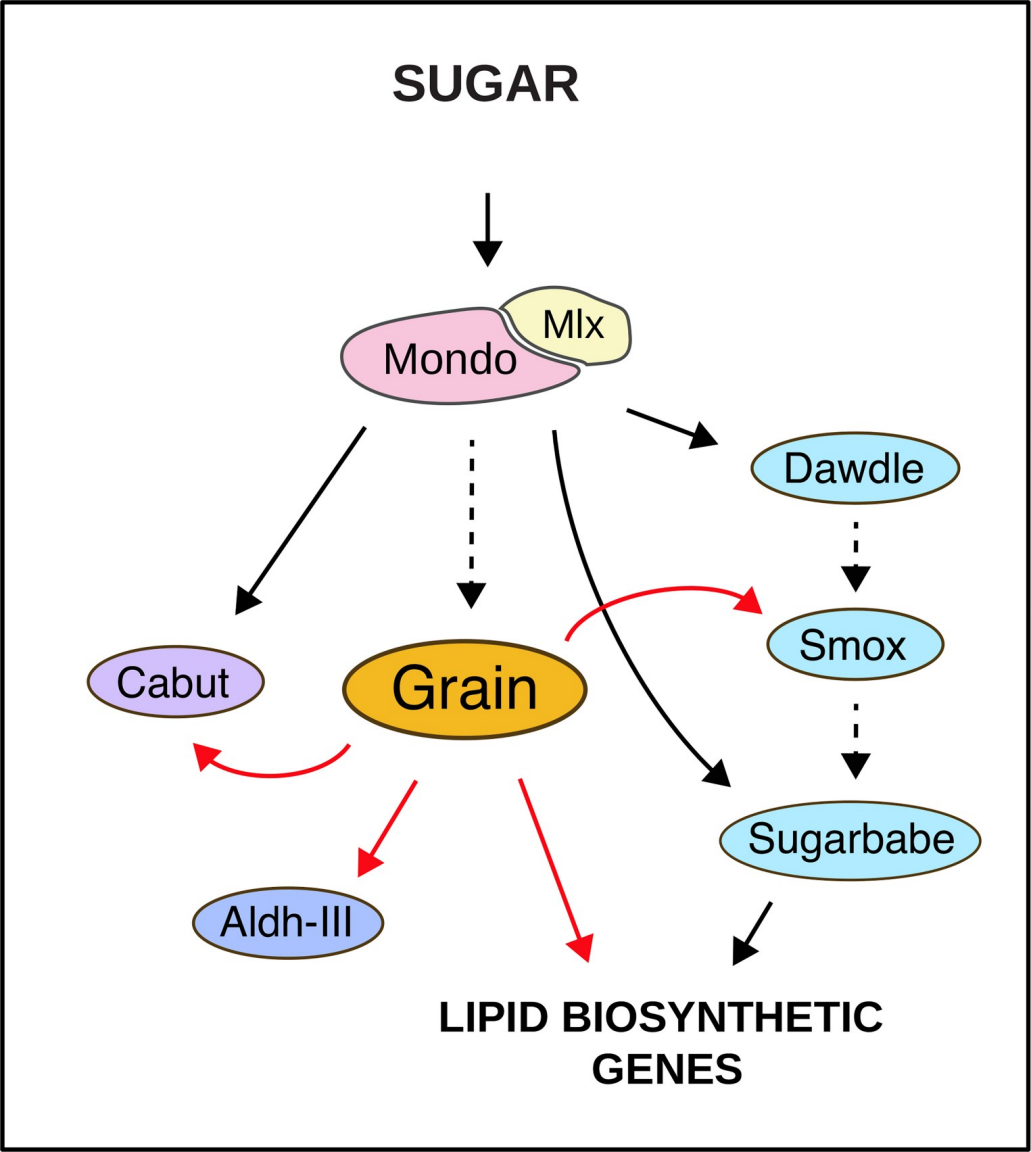
Model of Grain function in sugar responsive gene regulatory network.

Earlier studies on Grain have established its roles in developmental processes of *Drosophila*, including the regulation of organ morphogenesis [18] as well as axon guidance through the regulation of cell adhesion molecules [20,29]. In mammals, the orthologous GATA-2 and GATA-3 TFs indirectly influence organismal energy metabolism through the control of adipocyte terminal differentiation [21]. Our findings show that in addition to affecting metabolism through differentiation, Grain has a direct role in controlling the expression of genes encoding metabolic enzymes. More specifically, Grain integrates into the gene regulatory network that responds to changes in dietary sugars and whose master regulator is the sugar sensing Mondo-Mlx heterodimer. Considering the differential requirements for developmental and nutrient-responsive gene regulation, such dual role may seem surprising. Notably, however, earlier studies have uncovered other TFs with similarly diverse physiological roles. For example, the *Drosophila* Klf-10 ortholog Cabut, a direct target of Grain, serves as a Mondo-Mlx-dependent transcriptional repressor in the sugar responsive gene regulatory network [5,12] along with developmental roles in dorsal closure and wing patterning [30,31]. How such multifunctional TFs achieve the necessary target gene specificity remains unresolved. One possible mechanism is through cooperative binding with other transcription factors with more specific physiological role.

Comparative analysis of ENCODE ChIP-seq data revealed extensive overlap between genomic binding sites of Grain and Sugarbabe, raising the possibility for mechanistic interaction between these TFs. While the resolution of ChIP-seq did not allow precise determination of the topology of the binding sites in this study, it will be interesting to further dissect the possible interplay between the chromatin binding of these two transcription factors in the future. Sugarbabe is a direct target of Mondo-Mlx and a downstream target of Dawdle/Smox-mediated Activin signaling [6] and it is among the most strongly sugar-activated genes in *Drosophila* larvae [13]. Its known physiological roles are related to metabolic control, therefore having the characteristics of a specificity determining factor for Grain in the context of metabolic gene regulation. Our RNA-seq analyses revealed that a significant number of key metabolic target genes, including those involved in *de novo* lipogenesis, were regulated by both factors. The regulatory impact of Grain was more prominent at the low end of dietary sugar spectrum, while Sugarbabe displayed functional predominance on high sugar feeding. Similar differences were seen in the regulation of TAG storage, with Grain having a role on LSD conditions and Sugarbabe promoting the increase of TAG levels also on HSD [6]. Considering the findings on the effects of dietary sugar *vs*. protein balance on TAG storage of *Drosophila* [32], it will be interesting to further explore how activities of Grain and Sugarbabe modulate the diet response surface in this setting. Alternatively, it is possible that Grain and Sugarbabe act independently to control overlapping target genes in different tissue locations, such as distinct intestinal regions. Grain displayed highest expression levels in the midgut, being particularly strong in the anterior region. Experiments with *ACC* reporter revealed prominent Grain activity in the anterior midgut, where Grain maintained *ACC* expression under both LSD and HSD. This strong, but localized, constitutive Grain activity might explain the gene expression patterns observed at the level of whole animal, with Grain dependent expression mostly on LSD. It is possible that these localized effects of Grain are overridden by strong sugar-inducible activation of Mondo-Mlx and Sugarbabe in other regions of the midgut. This highlights the need for regionally-resolved analysis of sugar responsive gene expression in the midgut.

Grain expression was increased and the Grain-depleted animals displayed a growth inhibition on HSD, which contrast with the findings on the primary metabolic role for Grain on LSD. Our tissue-specific gene expression analysis provided a possible explanation for this apparent discrepancy. We observed that *grain* expression was sugar responsive in specific tissues, such as fat body, while having high constitutive expression in the midgut. Grain-mediated regulation of target genes followed this tissue-specific pattern. Thus, the observed HSD and LSD-specific physiological phenotypes might be consequences of these different tissue-specific roles, respectively. In addition to the deregulation of glycolytic and lipogenic genes, we also observed a prominent downregulation of Aldh-III, which we have earlier established as a strong determinant of sugar tolerance [5]. Collectively, these data support our earlier findings that the regulation of central carbon and lipid metabolism can, at least in specific circumstances, be uncoupled from sugar tolerance. Future studies, employing genetic epistasis experiments, are needed to test the contribution of Grain target genes on the sugar tolerance phenotype. In conclusion, our study establishes a metazoan GATA transcription factor as a regulator of metabolic gene expression and consequently adds a new member to the gene regulatory network that controls energy metabolism and sugar tolerance in response to changing dietary sugar intake.

## Materials and methods

### *Drosophila* stocks and husbandry

All fly stocks were maintained on a standard laboratory diet containing 6.5% malt (w/v), 3.2% semolina (w/v), 1.8% dry baker’s yeast (w/v), 0.6% agar (w/v), 0.7% propionic acid (v/v) and 2.5% Nipagin (methyl paraben) (v/v) (5) at 25°C on a 12 hours light– 12 hours dark light cycle. Experiments were performed on simple dietary regimes, low sugar diet (LSD, 10% dry baker’s yeast (w/v), 0.5% agarose (w/v), 0.7% propionic acid (v/v) and 2.5% Nipagin (v/v)) and high sugar diet (HSD, 10% dry baker’s yeast (w/v), 15% sucrose (w/v), 0.5% agarose (w/v), 0.7% propionic acid (v/v) and 2.5% Nipagin (v/v)). Tubulin-GAL4 (BDSC #5138) was used as the driver line in all experiments unless otherwise mentioned. A TRiP-line expressing dsRNA for luciferase (BDSC #31603) was used as the Tub-GAL4 control. *grn* RNAi line BDSC #27658 was used for the majority of experiments. *w*^1118^ (BDSC #6326) crossed with the *grn* RNAi line BDSC #27658 was used for the *grn* RNAi control. Grain RNAi line BDSC #33746 was used to confirm the phenotype specificity. The Grn-GFP (BDSC #58483) and *ACC-lacZ* (BDSC #10790) lines were used in the midgut to monitor Grain expression and activity, respectively.

### Analysis of enriched motifs

DREME [33] was used for *de novo* motif discovery for all the datasets. TOMTOM [34] was used for motif comparison and identification with the database from Nitta et. al [35] in addition to *Drosophila* TF motif databases provided by the MEME Suite [36]. The Markov background model was created for each dataset by using MEME tools, respectively. FASTA sequences of +/- 1 kB up-/downstream from TSS’s for genes interest were fetched from *D*. *melanogaster* (v. Flybase R6.10) by using GenomicFeatures [37] package in R/Bioconductor.

### RNA sequencing and data analysis

1^st^ instar larvae were collected 24 hours after egg laying to plates with LSD at a controlled density. Early 2^nd^ instar larvae were transferred at 48 hours after egg laying to plates containing either LSD or HSD. After 8 hours of diet exposure, 20 larvae per sample were collected and snap-frozen in liquid nitrogen. The larvae were homogenised and total RNA was extracted with the Nucleospin RNA II kit (Macherey-Nagel) according to the manufacturer’s instruction. Libraries were prepared with the TruSeq Stranded mRNA kit (Illumina), and RNA-sequencing was performed to an average depth of 20 million reads per sample with Illumina NextSeq500 technology using the 75bp cycle kit (Illumina).

Raw sequencing data quality of all datasets was assessed with FastQC (v.0.11.2) [38]. Trimmomatic (v.0.33) [39] was used for read trimming. The reads were required to be minimum of 36 bases long and scanned with 4-base sliding window with minimum quality score of 15 per base and 20 in both strands. Mapping to *D*. *melanogaster* genome (Flybase R6.10) was assessed with Tophat (v.2.1.0) [40]. HTSeq (v.2.7.6) [41] was used for strand-specific quantification of genes and reads below quality score 10 discarded. The differential expression analysis was performed with R/Bioconductor package limma [42]. Genes above CPM (counts per million)>1 in at least 2/3 replicates in at least one condition were kept. The Benjamini-Hochberg correction was used for adjusting p values [43].

Hypergeometric test was used as gene set enrichment method via R/Bioconductor package piano [44] using the following databases: KEGG [45], Reactome [46], Gene Ontology [47] and Wikipathways [48].

The heatmaps were generated using scaled log2CPM values of each sample group. The data scaling was performed separately for each dataset. The row-wise clustering was performed using correlation distance.

### ChIP-seq data analysis

Raw data of Grain (ENCSR909QHH), Gatad (ENCSR245UCO) and Sugarbabe (ENCSR008NYP) ChIP-seq datasets with their respective inputs were downloaded from the ENCODE portal [49]. Samples were mapped to *Drosophila melanogaster* genome (v. Flybase R6.10) with BWA (v.0.7.17) [50]. Reads below quality 5 were discarded, and maximum mismatches in seed were set to 2 with first 32 subsequences as seed. Unmapped, non-primary and alignments below mapping quality 30 were discarded along duplicates using samtools (v.1.4) [51] and picard (v2.18.10) (Broad Institute, Cambridge USA). Fragment sizes were estimated with R/Bioconductor phantompeaktools [52,53]. Peaks below q-value 0.05 were called for primary chromosomes with MACS2 (v.2.1.0) [54]. Empirical blacklist for dm3 defined by ENCODE [55] was converted to match dm6 with USCS’s batch coordinate conversion tool [56]. Peaks in all replicates were defined as expressed and annotated to the nearest TSS from middle of the peak using *D*. *melanogaster* genome (v. Flybase R6.10) with R/Bioconductor’s ChIPpeakAnno package [57]. The peak visualization was done by R/Bioconductor’s karyoploteR package [58].

### Tissue-specific expression analysis

Tissue specific expression of all available larval genes was downloaded from FlyAtlas2 [59]. The genes were limited to those whose Cufflink test status was OK. The relative expression of each gene per tissue was calculated. The mean of the relative tissue specific expressions was calculated to selected gene sets or all genes.

### Pupariation assay for sugar intolerance

Virgin females from the Tub-GAL4 driver line were crossed with males from RNAi lines, and allowed to lay eggs overnight on apple juice plates (33.33% apple juice (v/v), 1.75% agar (w/v), 2.5% sugar (w/v) and 2.0% Nipagin (v/v)), supplemented with dry yeast. After 24 hours, 30 first instar larvae were collected to vials with 10% baker’s yeast (w/v), 0.5% agarose (w/v), 2.5% Nipagin (v/v) and 0.7% propionic acid (v/v) in MilliQ, or to vials with the same diet with an additional 15% sugar (w/v). Pupariation and eclosion were followed and scored.

### Pupal volume measurements

Pupae of the indicated genotypes and diets from the pupariation assays were collected and pupal volume was measured as described previously [60].

### Polar metabolite extraction

1^st^ instar larvae were collected 24 hours after egg laying to plates with LSD (low sugar diet, 10% yeast) at a controlled density (50 larvae per plate). Early 2^nd^ instar larvae were transferred at 48 hours after egg laying to plates containing either LSD or HSD (high sugar diet, 10% yeast supplemented with 15% sucrose). After 24 hours of diet exposure, 20 larvae per sample were collected, washed with PBS and snap-frozen in liquid nitrogen. The metabolites were extracted with cold 80% acetonitrile buffer by manual homogenization with pellet pestles (Sigma), 12 strokes until sample was visually disrupted. Subsequently, the samples were centrifuged 13 000 rpm, 10 min at +4°C and the supernatant was taken to further analysis. The protein contents of the supernatant were quantified with the Pierce BCA Protein Assay Kit (ThermoFisher).

### LC-MS analysis of polar metabolites

All samples were analyzed on Thermo Q Exactive Focus Quadrupole Orbitrap mass spectrometer coupled with a Thermo Dionex UltiMate 3000 HPLC system (Thermo Fisher Scientific, Inc.). The HPLC was equipped with a hydrophilic ZIC-pHILIC column (150 × 2.1 mm, 5 μm) with a ZIC-pHILIC guard column (20 × 2.1 mm, 5 μm, Merck Sequant). 5 μl of the samples was injected into the LC-MS after quality controls in randomized order having every 10^th^ sample as blank. The separation was achieved by applying a linear solvent gradient in decreasing organic solvent (80–35%, 16 min) at 0.15 ml/min flow rate and 45°C column oven temperature. The mobile phases were following, aqueous 200 mmol/l ammonium bicarbonate solution (pH 9.3, adjusted with 25% ammonium hydroxide), 100% acetonitrile and 100% water. The amount of the ammonium bicarbonate solution was kept at 10% throughout the run resulting in steady 20 mmol/l concentration. Metabolites were analyzed using an MS equipped with a heated electrospray ionization (H-ESI) source using polarity switching and following setting: resolution of 70,000 at m/z of 200, the spray voltages: 3400 V for positive and 3000 V for negative mode, the sheath gas: 28 arbitrary units (AU), and the auxiliary gas: 8AU, the temperature of the vaporizer: 280°C, temperature of the ion transfer tube: 300°C. Instrument control was conducted with the Xcalibur 4.1.31.9 software (Thermo Scientific). The peaks for metabolites were confirmed using commercial standards (Merck Cambridge Isotope Laboratories & Santa Cruz Biotechnology). The final peak integration was done with the TraceFinder 4.1 SP2 software (Thermo Scientific) and for further data analysis, the peak area data were exported as an Excel file.

### Metabolomics data analysis

One sample (grn_HSD_A) was defined as an outlier and removed from the analysis, leaving 5 replicates for *grain* LSD, control LSD and control HSD, and 4 replicates for *grain* HSD. Thus, degrees of freedom were 15. Principal component analysis of the samples was performed (**S3 Fig**), showing clustering of the groups. Raw data was normalized to protein levels. Levene’s test was used to assess homogeneity of variance. Two-way ANOVA was performed for all metabolites followed by Tukey’s honestly significant difference test. Full statistical analysis tables of Levene’s test, two-way ANOVA for diet, genotype and their interaction, and Tukey HSD post hoc, with p and F values, is available as **S1 Data**.

### Triacylglycerol analysis by coupled colorimetric assay

30 first instar larvae were collected in three replicates of each genotype into vials with experimental diets. 10 stage-matched early 3^rd^ instar larvae per replicate were washed in PBS and snap-frozen in liquid nitrogen. Samples were homogenised manually with 10 strokes of a pellet pestle in PBS + 0.05% Tween 20 on ice. TAG was measured using the coupled colorimetric assay (Triglyceride Reagent–Sigma; 82449, Free Glycerol Reagent–Sigma; F6428) and normalized to protein levels as described previously [61]. Sample protein levels were determined with the Pierce BCA Protein Assay Kit (ThermoFisher).

### Triacylglycerol analysis by mass-spectrometry based lipidomics

Control and Grain-depleted first instar larvae were collected to plates with LSD (low sugar diet, 10% yeast) at a controlled density (50 larvae per plate). Early third instar larvae were transferred at 72 hours after egg laying to plates containing 10% yeast + 1% glucose for 24 hours. 15 larvae per sample were washed in MilliQ and transferred to pre-chilled experimental vials, where their insides were exposed by making an incision with forceps in the cuticle immediately before snap-freezing the samples in liquid nitrogen. Larvae total lipids were extracted according to the Folch procedure [62] and dissolved in chloroform/methanol 1:2. Immediately before mass spectrometry, 2% NH_4_OH and an internal standard mixture were added. The samples were then infused into a triple quadrupole mass spectrometer (Agilent 6410 Triple Quadrupole; Agilent Technologies, Santa Clara, CA) at a flow rate of 10 μl/min, and spectra were recorded. The obtained mass spectra were processed by MassHunter software (Agilent Technologies, Inc. California, USA). TAG species were detected as (M + NH_4_)^+^ ions, and the total concentrations of TAG species were quantified against the internal standard TAG 54:3 (Sigma, T7140 Glyceryl trioleate). Phosphatidylethanolamine (PE) species were selectively detected using a head-group specific MS/MS scanning mode for neutral loss of 141 (NL141) and quantified against internal standards PE 28:2 and PE 40:2 (both synthesized in-house). The lipid species spectral intensities were converted to concentrations and molar % compositions by using the internal standards and LIMSA software [63]. The chain length index (CLI) for TAGs was calculated from relative molar % values using the formula [(40*Σ40CTAG)+(42*Σ42CTAG)+(44*Σ44CTAG)+(46*Σ46CTAG)+(48*Σ48CTAG)+(50*Σ50CTAG)+(52*Σ52CTAG)+(54*Σ54CTAG)]/100/3, where e.g. Σ40CTAG refers to the sum of the molar % values of all the TAG species having the total of 40 carbons in their three acyl chains. Thus, the CLI represents the average chain length of one acyl chain.

### Lipid droplet staining and quantification

Fat bodies from pre-wandering third instar larvae raised on a LSD and HSD were dissected and fixed in 4% formaldehyde for 30 minutes. Samples were washed three times with PBS, and stained with LipidTOX (H34477, Thermofisher) 1:400 in PBS for 30 minutes at room temperature. Fat bodies were again washed three times, and mounted in Vectashield Mounting Media with DAPI (Mediq). Samples were imaged using Aurox Clarity LFC HS microscope, and the images were processed with ImageJ software (NIH). For the lipid droplet analysis, the middle slices were selected from confocal stacks of fat bodies, and the outlines of the cells were manually defined. Droplet sizes were identified by the Analyze Particles function in FIJI [64].

### RNA extraction and tissue-specific quantitative RT-PCR

First instar larvae were collected in 4 replicates into plates with LSD at a controlled density. 48 hours later early third instar larvae were transferred for 8 hours to LSD or HSD. Midguts, fat bodies, carcasses and Malphigian tubules of 5 larvae from each replicate were dissected and snap frozen in liquid nitrogen. 4 biological replicates per genotype and dietary treatment were collected. Tissues were manually homogenized, and total RNA was extracted with the Nucleospin RNA II kit (Macherey-Nagel) according to the manufacturer’s protocol. The extracted RNA was reverse transcribed into cDNA with the SensiFAST cDNA Synthesis kit (Bioline) according to the manufacturer’s protocol. For the Grn target gene expression analysis, the biological cDNA replicates were pooled and quantitative RT-PCR was run using the SensiFAST SYBR No-ROX Kit (Bioline) according to the manufacturer’s protocol with the Light Cycler 480 Real-Time PCR System (Roche) in three technical replicates. For *grain* expression level measurements, the same amount of RNA was reverse transcribed into cDNA for all samples across all tissue types, and the biological replicates were run separately in two technical replicates.

Primer sequences:

CDK7 F: 5’-GGGTCAGTTTGCCACAGTTT-3’,

CDK7 R: 5’-GATCACCTCCAGATCCGTG-3’,

Cabut F: 5’-CCTCTGCGATGCCTCGCTCC-3’,

Cabut R: 5’-CACCTTCGGCGGAACCCTGC-3’,

Smox F: 5’-GGTCAGAGAAGGCCGTCAAG-3’,

Smox R: 5’-AGTTCTGTGTGGAGATCGCG-3’,

FASN1 F: 5’-CTCCACCATCGAGGAGTTCA-3’,

FASN1 R: 5’-CTCCACCATCGAGGAGTTCA-3’,

ACC F: 5’-GGCTATGCTGCGCTTAACA-3’,

ACC R: 5’-GCCTCTGTTTTGTGGGTGAC-3’,

ATPCL F: 5’-TAGCCGACGTGAAGAGCAAG-3’,

ATPCL R: 5’-ACAAACTTGGCAATGCGCTC-3’,

AcCoAS F: 5’-GATTTTCGAAGGCACACCAT-3’,

AcCoAS R: 5’-ACTTCATGAGGGCACGAATC-3’,

grain F: 5’-GATCAAGCCAAAGCGAAGAC-3’,

grain R: 5’-AAAGGGTTGTGGTTGTGGTC-3’,

grain F: 5’-TCGTCCACTCACCATGAAAA-3’,

grain R: 5’-ACCACCGAGACCCTTCTTCT-3’.

### Immunohistochemistry and nuclear intensity measurements

First instar larvae were reared at controlled density for 48 hours on plates containing LSD. Early third instar larvae were transferred for eight hours feeding to plates containing holidic medium [65] without sugar (LSD) or supplemented with 15% sucrose (HSD). The use of holidic medium was required to eliminate the high autofluorescence of the yeast-based diets and to improve the signal-to-noise ratio in fluorescent imaging. Midguts were dissected and fixed in 4% formaldehyde overnight in +4°C. Midguts were washed with 0.1% Triton-X 100 in PBS and blocked in 1% bovine serum albumin for 1 h. Midguts were then stained with anti-β-Galactosidase (1:1000) antibody (MP Biomedicals) overnight in +4°C, then washed 4 times and stained with anti-rabbit alexa 568 (1:1000) (Life Technologies) for 2 hours. Midguts were again washed 4 times, and were then mounted in Vectashield Mounting Media with DAPI (Vector Laboratories). Samples were imaged using the Aurox Clarity LFC HS microscope, and the images were processed with ImageJ software (NIH) using the “Stitch” script described previously [66]. For the *ACC-lacZ* intensity analysis, the middle slices were selected from confocal stacks and the outlines of the nuclei were manually defined on the basis of the DAPI signal. The mean intensity value of the cytoplasm surrounding each nucleus was subtracted from the mean intensity value of each nucleus to eliminate background signal. 3 nuclei from 4 separate anterior midguts were analyzed per sample group.

## Supporting information

S1 Table Top 10 results of motif prediction of upregulated and downregulated, sugar-dependent genes.

S2 Table Log-rank test results of pupariation kinetics of Grain depleted and control animals.

S1 Data Relative levels and statistical data of all metabolites analysed by metabolomics.

S2 Data Numerical original data.

S1 Fig Overlap between sugar-responsive genes and GATAd targets. **A.** GATA TF (GATAe, Srp, Pnr, GATAd) database matches to *de novo* predicted binding motif in 1B and their statistics (TOMTOM). **B.** Venn diagram of GATAd direct targets (ChIP-seq, ENCODE dataset ENCSR245UCO) and genes upregulated on high sugar diet (RNA-seq, adj.p.val<0.05). **C.** Venn diagram of GATAd direct targets (ChIP-seq, ENCODE dataset ENCSR245UCO) and genes downregulated on high sugar diet (RNA-seq, adj.p.val<0.05). **D.** Venn diagram of Grain direct targets (ChIP-seq, ENCODE dataset ENCSR909QHH) and genes downregulated on high sugar diet (RNA-seq, adj.p.val<0.05).
(TIF)

S2 Fig Sugar tolerance and pupal volumes determined using an independent Grain RNAi. **A.** *grain* (*grn*) knockdown (Tub-GAL4) by an alternative RNAi-line (BDSC #33746) leads to developmental delay as compared to control (BDSC #31603) on both diets, but is more pronounced on a HSD. (N = 3 for control and *grain* RNAi on LSD, 2 for *grain* RNAi on HSD, 30 per replicate). **B.** *grain* knockdown (Tub-GAL4) by an alternative RNAi-line (BDSC #33746) leads to reduced pupal volume on a HSD as compared to control (BDSC #31603). (N = 30). **C.** Relative *grain* expression following Tub-GAL4-driven knockdown by two independent RNAi lines (#1: BDSC #27658; #2: BDSC #33746), compared to controls (Tub-GAL4>TriP control BDSC #31603 and UAS-*grain* RNAi BDSC #27658). **D and E.** Knockdown of *grain* (Tub-GAL4) by two independent RNAi (**D**: BDSC #27568, **E**: BDSC #33746) leads to increased pupal lethality on both experimental diets. (N = 4 in **(D)**, N = 3 for control and *grain* RNAi on LSD, 2 for Grain RNAi on HSD in **(E)**). Data information: N indicates the number of biological replicates. Error bars display standard deviation. **(A)**. Log-rank test (Df = 3), p.val.<0.01. **(B):** Two-way ANOVA found a significant interaction effect between diet and genotype (F (2,194) = 3.715, p.val = 0.02611). A Tukey HSD was performed with p-values indicated on the graph as indicated below. **(C):** Two-way ANOVA found no significant interaction effect between diet and genotype. Diet (F (1,16) = 5.040, p.val = 0.0393) and genotype (F (3,16) = 17.802, p.val = 2.37e-05) effects were found to be significantly different. A Tukey HSD was performed with p-values indicated on the graph as indicated below. **(D):** Two-way ANOVA found no significant interaction effect between diet and genotype. A genotype (F (2,16) = 368.184, p.val = 4.18e-14) effect was found to be significantly different. A Tukey HSD was performed with p-values indicated on the graph as indicated below. **(E):** Two-way ANOVA found no significant interaction effect between diet and genotype. Diet (F (1,7) = 7.067, p.val = 0.0325) and genotype (F (1,7) = 316.988, p.val = 4.35e-07) effects were found to be significantly different. A Tukey HSD was performed with p-values indicated on the graph as follows: *p.val<0.05, **p.val<0.01, ***p.val<0.001. LSD: 10% yeast, HSD: 10% yeast + 15% sucrose.
(TIF)

S3 Fig PCA plot of metabolomics samples.

S4 Fig Grain-dependent expression of Aldehyde dehydrogenase III. **A.** Expression of *aldh-III* (RNA-seq) is strongly downregulated by *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27568) as compared to control (Tub-GAL4>TriP control BDSC #31603) 2^nd^ instar larvae on both a low sugar diet and after 8 hours sugar exposure. (N = 4, 20 per replicate). ***adj.p.val<0.001. LSD: 10% yeast, HSD: 10% yeast + 15% sucrose. **B.** Binding profiles of Grain in *aldh-III* promoter (ChIP-seq, ENCODE dataset ENCSR909QHH) showing that *aldh-III* is a direct target of Grain. Purple bar indicates the called peak are in Grain ChIP-seq.
(TIF)

S5 Fig Overlap between Grain and Mlx target genes and *sug* expression upon *grain* knockdown. **A.** Venn diagram displaying the overlap between genes that are upregulated (RNA-seq) in 2^nd^ instar larvae after 8 hours of high sugar diet in Grain- and Mlx-dependent manner (adj.p.val<0.05). **B.** Expression of *sugarbabe* (RNA-seq) is not affected by *grain* knockdown (Tub-GAL4>*grain* RNAi BDSC #27568) as compared to control (Tub-GAL4>TriP control BDSC #31603) 2^nd^ instar larvae on both a low sugar diet and after 8 hours sugar exposure. (N = 4, 20 per replicate). CPM: counts per million.
(TIF)

S6 Fig Changes in TAG species and lipid droplets upon Grain depletion. **A.** Composition of TAG lipid species (mol% profiles measured by mass spectrometry-based lipidomics) in Grain depleted (*grn*) (Tub-GAL4>*grain* RNAi BDSC #27658) and control (Tub-GAL4>TriP control BDSC #31603) pre-wandering 3^rd^ instar larvae after being fed a low sugar diet with 1% glucose for 24 hours. (N = 4, 15 larvae per sample). **B.** Example of fat body lipid droplet identification by the Analyze Particles function in FIJI of Grain depleted (Tub-GAL4>*grain* RNAi BDSC #27658) and control (Tub-GAL4>TriP control BDSC #31603) fat bodies of early 3^rd^ instar larvae raised on a diet either low or high in sugar.
(TIF)

S7 Fig Relative tissue specific expression of *grain* and its sugar responsive target genes *vs*. all *Drosophila* genes. **A.** Relative *grain* mRNA expression in larval fat body, Malpighian tubules, carcass, and midgut. Midgut samples were used as reference samples, and expression of *CDK7* was used for normalization. (N = 4, tissues from 5 larvae per sample). **B.** Tissue specific expression of differentially regulated, sugar-responsive Grain target genes (RNA-seq, adj.p.val <0.05, LFC +/-0.5). The relative expression of sugar-responsive Grain target genes across tissues was calculated based on FlyAtlas2 expression data. **C.** Tissue specific relative expression of all *Drosophila* genes present in FlyAtlas2. The relative expression of selected genes across tissues was calculated based on FlyAtlas2 data. Data information: N indicates the number of biological replicates. Error bars display standard deviation. **(A)**. One-way ANOVA found a significant interaction effect between tissues (F (3,12) = 11628, p.val < 2e-16). A Tukey HSD was performed with p-values indicated on the graph as follows: *p.val<0.05, **p.val<0.01, ***p.val<0.001.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

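RNA-seq of whole larvae was analysed in 16 libraries of 20 larvae each, 4 for each of 4 groups: control larvae and larvae labelled grn RNAi, each on LSD or on HSD for 8 h. Groups were taken from the sample titles, the source names and the paper, because the genotype field of the labels names wild type for the LSD samples and an erk7 mutant for the HSD samples, and the stage field gives the 3rd instar where the paper gives the 2nd. The replicate numbers in the labels do not pair the samples.

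The authors trimmed reads with Trimmomatic, aligned them with TopHat2 2.1.0 to FlyBase release 6, counted strand-specific reads per gene with HTSeq (version 2.7.6 in their processing notes), dropped genes with low values and deposited a signal per gene and library, normalized CPM. Each deposited signal was a whole number of reads times a value particular to its library, and in every library 100% of the values were whole within 0.01 read, so that the reads were recovered by division. The deposited table also holds log2 fold changes of 4 comparisons and a mean log2 value per gene, which the authors computed with limma. It holds a score for each comparison, the moderated t statistic, and an F score, which the authors computed with limma. Every p-value in the table was computed by the authors with limma, and the adjusted p-value by the Benjamini-Hochberg method. These deposited fold changes and p-values were used only to count the authors' own calls and to compare them with the fit. The deposited columns for the diet in control larvae name control HSD on both sides. They were taken as control HSD against control LSD because their values match that difference. The fold changes correlated with those found here at 0.981 to 0.984 over 9950 genes.

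The calculations used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and data.table 1.17.8. Genes with a normalized CPM above 1 in at least 3 of the 4 libraries of a group were kept, 9950 of 9982. The values were taken as log2(normalized CPM + 0.5) and fitted with limma (a mean for each of the 4 groups, moderated variances with a trend, two-sided tests), and p was adjusted by the Benjamini-Hochberg method over all genes kept, with a threshold of 0.05. The comparisons were HSD against LSD within each genotype, grn RNAi against control on each diet, and the difference of the grn RNAi effect between the diets. Every adjusted p of a gene is from limma unless another tool is named. For genes named in the paper's text a two-sided exact permutation test of 4 against 4 libraries was added, whose smallest p is 0.029. A gene was called sugar-activated when it was higher on HSD than on LSD in control larvae.

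Gene lists were written before the data were examined. Of 32 lists, 31 had at least 3 measured members and were tested with camera, with a preset correlation between genes of 0.01 and again with the correlation estimated from the data, and with fry. Enrichment among the sugar-activated genes was tested with a one-sided Fisher's exact test, adjusted over the lists, against all genes tested and against the sugar-activated genes. Genes were named by a rule written before the data were examined. The rule took each gene that the paper's text names for this RNA-seq. It also took, for grn RNAi against control on each diet and for HSD against LSD in control larvae, the 10 with the largest change each way among those past the threshold with a mean of at least 10 in a group and no overlap between the libraries of the groups, and for the difference between the diets the 5 largest each way. Within each list it took up to 4 members with the lowest adjusted p. Other genes named were chosen after their values were seen. Coordinates are those of release 6.

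The tests were tried on simulated data of 9950 genes in which 50 genes each were changed by a log2 fold of 0.3, 0.5, 1 and 2 on LSD. limma found 8%, 44%, 96% and 94% of them with 3 false calls, and DESeq2 found 24%, 64%, 98% and 98% with 19 false calls. Camera found 5 of 5 moved lists among 20 and called 0 others, and fry found 5 of 5 and called 1 other. With 4 libraries per group, a log2 fold of 0.3 was thus missed in most simulated genes. Few of the simulated genes were changed, while the real comparison of the genotypes on LSD called 5391 genes. An adjusted p under 0.05 is harder to reach where few genes change. The shares found in the simulation therefore do not give the share of changes found in the real data.

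The alternatives set before the data were examined were pseudocounts of 0.1 and 1, no filter, a filter at 5, no trend, median-of-ratios scaling, quantile normalization, the 8 libraries of a comparison alone, a replicate block, a log2 fold change of at least 0.5, an adjusted p under 0.01, edgeR's quasi-likelihood test, DESeq2 and limma voom on the recovered reads, and each library left out in turn. For the sugar-activated genes they were also activation in either genotype and control libraries split between the comparisons. CPM of the recovered reads without the authors' scaling were added after the data were examined. Other splits of the samples, 35 for each comparison of 4 against 4 libraries and 100 drawn with a fixed seed otherwise, were fitted to ask how often chance gives as large a result. The ChIP-seq, metabolite, lipid and other measurements of the paper were not analysed here.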

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

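All 4 tests on grn, the scaling test on cuticle genes, the test of their summed level on HSD, the test of genes at the low end of the axis within groups and both tests of shared control libraries were chosen after the result was seen, and the other tests before.

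Of 68 checks for a sample far from the others of its group, 2 found one, where chance gives about 1 in 20. PyK in grn RNAi LSD replicate 2 was at 768 against 825 to 833 in the other replicates, and Smox in grn RNAi LSD replicate 3 was at 68.8 against 71.9 to 72.5. Both were kept in every fit except those that leave out a library.

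The grn RNAi effect differed between the diets, by a test of the difference, for 532 genes. Of 100 draws 1, the real one, reached this number and the highest of the others was 7. The number itself moved from 331 without grn RNAi HSD replicate 1 or 4 to 1016 without control HSD replicate 3. Among genes named in the paper's text the difference (HSD minus LSD, log2) was 0.26 for Hex-A, 0.47 for Aldh-III and 0.51 for AcCoAS. Among lists that passed with an estimated correlation the median difference was 0.21 for galactose, starch and sucrose breakdown, 0.24 for triacylglycerol synthesis, 0.25 for the TCA cycle, 0.39 for gluconeogenesis and trehalose, 0.61 for trypsins and Jonah proteases, 0.27 for midgut markers and -0.18 for DNA replication and the cell cycle. Of 31 lists 16 passed camera for this difference with the preset correlation. This was reached by 4 of 100 draws, the real one included, and the highest other was 17, so chance is not excluded for that number.

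Among genes that the paper does not discuss, those with the largest change in the libraries labelled grn RNAi on LSD were CG10081 (log2 fold change 4.00), CG9698 (3.12) and CG12522 (3.05) upwards and y (-6.69), Lcp9 (-5.78) and CG14851 (-5.67) downwards. Whether such changes come from the RNAi or from other differences between the fly lines cannot be told apart. Among lists whose change as a group the paper does not report, although it places the genes of Fig. 3A highest in the midgut and shows 3 of the proteases in Fig. 6B, signals on LSD were medians of -2.27 for larval cuticle proteins, -1.04 for trypsins and Jonah proteases, -0.52 for midgut markers, 0.41 for DNA replication and the cell cycle and -0.22 for lipolysis and fatty acid oxidation. The cuticle list passed camera with the preset correlation but not with an estimated one, which the other 4 lists passed.

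Reads counted as grn were more, not fewer, in the libraries labelled grn RNAi. The scaling between libraries is argued against, since the lowest log2 fold change over the scalings was 3.69. Single libraries swapped between the genotypes are argued against by y, whose level lay on the other genotype's side in 0 of 16 libraries. The rule that named y asks for no overlap between groups, so this rests on the gap (16.5 to 32.7 against 2176 to 2610 in control libraries). An exchange of the genotype labels in all libraries cannot be told apart by the RNA-seq, since the change would have the same size, 3.70, under either assignment. The paper's lower lipogenic expression in the midgut (Fig 9D), lower ACC reporter in the anterior midgut (Fig 10C) and lower TAG (Fig 8A) are not analysed here. On LSD they run as the labels do, with AcCoAS, ATPCL, FASN1 and ACC lower in the libraries labelled grn RNAi. On HSD the paper's reporter was lower too, while ACC in these whole larvae did not pass (log2 fold change 0.03, adjusted p = 0.799 from limma). Reads from the RNAi hairpin counted as grn cannot be told apart from reads of the gene either, because the median of 7132.5 reads per library labelled grn RNAi carries no position within the gene, and a biological rise of grn stays open as untested.

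Larval cuticle genes were lower in the libraries labelled grn RNAi. The scaling between libraries is argued against, since the median of the list on LSD nearest to 0 over the scalings was -2.07. Reads moved between near-identical cuticle genes are argued against on LSD, since the summed level of the list on LSD was 7987 ± 2123 (SD, n = 4) in control larvae and 3371 ± 505 (SD, n = 4) in the libraries labelled grn RNAi, a ratio of 2.37, but cannot be told apart on HSD, where the ratio was 1.66 and the libraries overlapped (4124 to 10490 in control larvae and 2970 to 4848). A shift along the axis that separates libraries within groups stays open for this list, where loading and log2 fold change had a Spearman correlation of absolute value 0.53 across genes, which are not independent. The same shift is argued against for the 100 genes at the opposite end of that axis, which it would have raised and whose median log2 fold change was -2.92. A biological effect on the moult or on developmental timing was not tested.

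Fewer sugar-activated genes were lower, and more were higher, in the libraries labelled grn RNAi on LSD than independent lists give, with ratios of 0.91 and 1.29. Control LSD libraries shared by both comparisons remain an explanation for both. With control libraries split between the comparisons the ratio nearer to that with shared controls was 1.09 for the lower genes and 0.939 for the higher genes, each on the other side of 1. A biological explanation was not tested.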

How the results depend on the processing

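The values without the authors' scaling were chosen after the data were examined, and the other alternatives before. Among the named genes, 17524 values kept their side of the threshold with no call changing direction, 617 lost the call, 167 gained it and 20 turned. A value was counted as turned only if it passed before or after. A change of sign with neither value passing is among the 17524. Where a value moved or turned, the cause was not tested, except that stricter thresholds call fewer genes by construction.

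Quantile normalization gave 4105 genes higher in the libraries labelled grn RNAi on LSD and 3930 on HSD, and 218 sugar-activated genes lower on HSD. No scaling gave 5368 higher and 1598 lower on LSD, 4209 higher and 1392 lower on HSD, and 259 sugar-activated genes lower on HSD. A log2 fold change of at least 0.5 gave 393 genes higher and 414 lower on HSD in controls, 556 and 515 in grn RNAi larvae, 634 and 1325 for grn RNAi on LSD, 336 and 1047 on HSD, 219 for the difference between diets, and 84, 51 and 96 sugar-activated genes lower on LSD, HSD and either diet. An adjusted p under 0.01 gave 1083 higher on HSD in controls, 1059 higher for grn RNAi on HSD, 180 for the difference, and 272, 194 and 318 sugar-activated genes. The 8 libraries of the comparison alone gave 1181 higher on HSD in controls. DESeq2 gave 1033 for the difference. Leaving out a library gave from 331 (grn RNAi HSD replicate 1 or 4) to 1016 (control HSD replicate 3) for the difference, with 337, 343 and 346 without grn RNAi LSD replicates 4, 3 and 2. Activation in either genotype gave 906, 619 and 1015 sugar-activated genes, and split controls (3 and 4 for the diet) 218 on HSD. Camera with an estimated correlation passed 1 list for HSD in controls, 5 for HSD in grn RNAi larvae, 4 for grn RNAi on LSD, 0 on HSD (11 with the preset correlation) and 7 for the difference. The sugar-activated background left 4 enriched lists.

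With quantile normalization these turned on HSD, having passed before or after: CG3209 (0.034), Indy (0.19), Prestin (0.035), SdhC (0.043), Smox (0.14), dmGlut (0.18), mdy (0.19) and skap (0.14). Others, such as Hex-A (0.12), cbt (0.044) and sug (0.090), changed sign there with neither value passing and are not counted. On LSD these turned: CG8036 (0.10), Desat1 (0.068), Mlp84B (0.13), Pgi (0.019), PyK (0.089) and SdhA (0.082), and for the difference Pgi (-0.23). Without scaling these turned: skap (0.011) on HSD, and CG8036 (0.016), Desat1 (0.030), Mad (0.037) and PyK (0.059) on LSD.

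A replicate block gave 2670 genes higher and 2653 lower for grn RNAi on LSD, 1751 and 2073 on HSD, and 432 for the difference. With it the Hex-A difference between the diets missed the threshold (adjusted p = 0.072) and the rise of Gapdh1 on HSD in control larvae passed (0.043). Of 24 pairs of the same number in 2 groups 10 correlated above 0.1 (-0.51 to 0.80, median -0.03), and 5 samples correlated best with their own number.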

Differences from the paper's values

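The direction of grn itself under the RNAi ran against the paper's. The modest rise of grain on HSD that the paper reports (Fig 2A) was in other samples. In control larvae here it did not pass (log2 fold change 0.18, adjusted p = 0.17 from limma). Of the counts and medians set beside numbers of the paper none differed by a ratio of more than 1.5, and the figure readings were made by eye after the values were computed. The number of sugar-activated genes lower in the libraries labelled grn RNAi on either diet was 580 here, and Fig. 6A prints 578, as the authors' deposited p-values give. It was 96 with a log2 fold change of at least 0.5, 318 with an adjusted p under 0.01 and 1015 with activation in either genotype, and these settings differ from the figure. The mean depth was 27.1 M reads here and 20 M in the paper. For grn itself, the paper reports that this RNAi line lowered grain expression in larvae (S2C Fig), and in the RNA-seq the log2 fold change in the libraries labelled grn RNAi was 3.70 on LSD and 3.39 on HSD.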

Other observations

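Genes of DNA replication and the cell cycle were higher in the libraries labelled grn RNAi on LSD, 17 of 24 with 0 lower (18 and 1 adjusted over the list alone, camera adjusted p = 3.1e-06, adjusted p = 0.047 with an estimated correlation), among them CycE (log2 fold change 0.82), PCNA (0.64), RnrL (0.55) and dpa (0.48), and 12 were higher on HSD (19 with quantile normalization). Neuron markers moved the same way, with 12 of 16 higher (12 adjusted over the list alone, median 0.32, camera adjusted p = 0.0043, adjusted p = 0.43 with an estimated correlation). Of 20 genes of lipolysis and fatty acid oxidation 12 were lower and 2 higher on LSD (12 and 2 adjusted over the list alone, camera adjusted p = 0.0049, adjusted p = 0.047 with an estimated correlation), with the lipase gene mag at -2.12, CG9527 at -1.20 and whd at -0.95. With quantile normalization 7 of them were lower and 4 higher. Of 6 genes of gluconeogenesis and trehalose 5 were lower on LSD (5 adjusted over the list alone, camera adjusted p = 0.0025, adjusted p = 0.17 with an estimated correlation), and CG10924, a phosphoenolpyruvate carboxykinase, changed by -1.94 on LSD and by 0.61 on HSD.

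Of 33 larval cuticle genes 26 were lower and 2 higher on LSD (26 and 2 adjusted over the list alone, camera adjusted p = 3.6e-05, adjusted p = 0.43 with an estimated correlation) and 21 were lower and 1 higher on HSD. Lysozymes and antimicrobial peptides had 7 lower and 2 higher of 14 (7 and 2 adjusted over the list alone, camera adjusted p = 0.0081, adjusted p = 0.43 with an estimated correlation), and LysS fell by a log2 fold change of 4.45 on HSD (-4.45). Midgut lipases and lipid uptake genes had 10 lower and 3 higher of 19 (10 and 3 adjusted over the list alone, camera adjusted p = 0.046, adjusted p = 0.31 with an estimated correlation). Detoxification genes had 20 lower and 8 higher of 36 (21 and 8 adjusted over the list alone, camera adjusted p = 0.020, adjusted p = 0.43 with an estimated correlation), and GstD5 rose from 15.0 to 98.5. The level of Blimp-1, a factor of the ecdysone response, rose from 8.19 to 61.3 on LSD.

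These lists did not pass camera on LSD: heat shock and unfolded protein response (7 lower and 1 higher of 14, adjusted p = 0.074), ecdysone response and moulting (6 lower and 8 higher of 21, adjusted p = 0.26), GATA factors (adjusted p = 0.23), nutrient hormones and insulin signalling (3 lower and 2 higher of 14, adjusted p = 0.72), larval serum proteins (2 lower and 1 higher of 5, adjusted p = 0.52), ribosomal proteins (2 higher of 89, adjusted p = 0.77), haemocyte (5 lower and 2 higher of 10, adjusted p = 0.23), Malpighian tubule (1 lower and 4 higher of 10, adjusted p = 0.62), fat body (1 lower and 2 higher of 9, adjusted p = 0.77), sex (0 of 3, adjusted p = 0.56), solute carriers (7 lower and 6 higher of 17, adjusted p = 0.99) and transgene and marker genes (2 lower of 3, adjusted p = 0.056). With quantile normalization 55 ribosomal protein genes were higher. The testis list had 2 measured genes and was not tested. In control larvae HSD lowered 63 of the 89 ribosomal protein genes (68 adjusted over the list alone, camera adjusted p = 7.6e-12, adjusted p = 0.51 with an estimated correlation).

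Other splits of the libraries were fitted before their results were seen, and each number below is given with how many splits or draws reached it. A split that mixes the groups leaves their difference in the spread, so low counts are likely there. The smallest share possible is 1 of 35, and the splits do not test other differences that follow the labels. The genes called numbered 4138 for HSD in control larvae (highest other split 519), 4146 for HSD in grn RNAi larvae (21), 5391 for grn RNAi on LSD (0) and 3894 on HSD (2), each reached by 1 of 35 splits, the real one. The 11 lists that passed camera on HSD were reached by 1 of 35 (9). Chance cannot be excluded for the lists that passed camera for HSD in control larvae (9, reached by 3 of 35, highest other 10), for HSD in grn RNAi larvae (16, reached by 5 of 35, highest other 17) and for grn RNAi on LSD (17, reached by 4 of 35, highest other 17). The sugar-activated genes lower in the libraries labelled grn RNAi numbered 471 on LSD (reached by 1 of 35 splits, highest other 0), 400 on HSD (1 of 35, highest other 0) and 580 on either diet (2 of 100 draws, highest other 672), and 8 lists were enriched among the 580 (2 of 100 draws, highest other 8). The 672 are the sugar-activated genes higher on LSD, from a draw that kept the real split of the LSD libraries with the genotypes exchanged. Because other splits within a diet call at most 2 genes for grn RNAi, these counts repeat the test of the genotype calls and do not show that sugar activation and reduction go together. Independent lists of the same sizes would share 519, 407 and 593 genes, each more than was observed. These counts share control libraries between the comparisons. With split controls 590 and 340 genes were lower on LSD, where independent lists give 541 and 277. On HSD they were 410 and 218, where independent lists give 448 and 205.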
